# Heterochronic transcription factor expression drives cone-dominant retina development in 13-lined ground squirrels

**DOI:** 10.7554/eLife.108485

**Published:** 2026-02-06

**Authors:** Kurt Weir, Pin Lyu, Sangeetha Kandoi, Roujin An, Nicole Pannullo, Isabella Palazzo, Jared A Tangeman, Jun Shi, Steven H DeVries, Dana K Merriman, Jiang Qian, Seth Blackshaw

**Keywords:** ground squirrel, retina, development, evolution, cell fate, cone photoreceptor, 13-lined ground squirrel, Mouse

## Abstract

Evolutionary adaptation to diurnal vision in ground squirrels has led to the development of a cone-dominant retina, in stark contrast to the rod-dominant retinas of most mammals. The molecular mechanisms driving this shift remain largely unexplored. Here, we perform single-cell RNA sequencing and chromatin accessibility profiling (scATAC-Seq) across developmental retinal neurogenesis in the 13-lined ground squirrel (13LGS) to uncover the regulatory basis of this adaptation. We find that 13LGS cone photoreceptors arise not only from early-stage neurogenic progenitors, as seen in rod-dominant species like mice, but also from late-stage neurogenic progenitors. This extended period of cone generation is driven by a heterochronic shift in transcription factor expression, with cone-promoting factors such as *Onecut2*, *Pou2f1*, and *Zic3* remaining active in late-stage progenitors, and factors that promote cone differentiation such as *Thrb*, *Rxrg*, and *Mef2c* expressed precociously in late-stage neurogenic progenitors. Functional analyses reveal that *Zic3* and *Mef2c* are sufficient to promote cone and repress rod photoreceptor-specific gene expression and act through species-specific regulatory elements that drive their expression in late-stage progenitors. These results demonstrate that modifications to gene regulatory networks underlie the development of cone-dominant retinas and provide insight into mechanisms of sensory adaptation and potential strategies for cone photoreceptor regeneration in vision disorders.

## Introduction

Evolutionary adaptation to new ecological niches often requires the development of new sensory, motor, and/or behavioral capacities. These adaptations are typically mediated by structural changes to the nervous system which arise from changes in the composition and connectivity of individual neuronal subtypes (Arendt, 2008; Katz, 2011). While the molecular mechanisms underlying these changes are generally poorly understood, the vertebrate retina serves as an ideal system for investigating them. Shifts in temporal niche—such as transitions between predominantly nocturnal and diurnal behavior—have occurred repeatedly across diverse vertebrate lineages (Le Duc and Schöneberg, 2016; Slavenko et al., 2022; Walls, 1942). These shifts inevitably require adaptive modifications in the rod and cone visual pathways, which detect dim and bright light, respectively.

Mammals represent a notable exception to the general trend in which diurnal vertebrate species possess cone-dominant retinas. This deviation reflects the long-term effects of a selective nocturnal bottleneck that occurred before the Cretaceous–Paleogene mass extinction event, preceding the mammalian radiation (Walls, 1942; Gerkema et al., 2013). Despite considerable variation in photoreceptor subtype composition among mammals (Ahnelt and Kolb, 2000; Peichl, 2005; Kaskan et al., 2005), even strongly diurnal species typically have rod-dominant retinas, with rod-to-cone ratios ranging from approximately 5:1 to 20:1 (Peichl, 2005; Mustafi et al., 2009). Strictly nocturnal species, such as mice, exhibit even more pronounced rod dominance of 33:1 (Jeon et al., 1998). However, diurnal ground squirrels are a major exception to this rule, possessing an inverted rod-to-cone ratio, having only one rod for every 6–7 cones throughout most of the retina (Verra et al., 2020; Kryger et al., 1998), and as many as 50 cones for every rod in the central visual streak (Kryger et al., 1998). By examining the development of the cone-dominant ground squirrel retina and comparing it to that of nocturnal rodents like mice, we can identify molecular mechanisms underlying this dramatic and evolutionarily rapid shift in photoreceptor subtype composition.

 In rod-dominant mouse and human retinas, cones are generated primarily during early stages of retinal neurogenesis, whereas rods are predominantly produced in later stages (Zhang et al., 2023; Clark et al., 2019; Cepko, 2014; Lyu et al., 2021). The progenitors that selectively give rise to cones and rods are in turn distinguished by the activity of a network of transcription factors (TFs) that confer early and late-stage temporal identity. The progenitors that give rise to cones and rods are distinguished by the activity of a network of TFs that establish early- and late-stage temporal identities. Cones originate from a subpopulation of early-stage *Otx2*- and *Neurod1*-positive neurogenic progenitors that express *Onecut1/2* and *Pou2f1/2*, which confer competence to generate both cones and horizontal cells and activate TFs that promote cone differentiation while simultaneously repressing rod-specific factor (Emerson et al., 2013; Javed et al., 2020). In contrast, late-stage *Otx2*- and *Neurod1*-positive neurogenic progenitors primarily generate postmitotic rod precursors, which express TFs such as *Nrl* and *Nr2e3* that suppress cone-specific genes, while also activating rod-specific genes (Chen et al., 2005; Milam et al., 2002; Cheng et al., 2004; Mears et al., 2001; Daniele et al., 2005). Postmitotic cone precursors, in turn, express TFs such as *Thrb*, *Rxrg*, and *Sall3*, which further activate cone-specific genes and inhibit rod-specific gene expression (Swaroop et al., 2010; de Melo et al., 2011). Evolutionary changes in the rod-to-cone ratio may result directly from alterations in the expression or activity of these factors, or from other, as-yet-uncharacterized components of the transcriptional regulatory networks that govern temporal patterning and photoreceptor identity.

 To investigate the molecular mechanisms underlying the development of cone-dominant mammalian retinas, we performed unbiased single-cell RNA sequencing (scRNA-Seq) and ATAC-Seq analyses to comprehensively profile gene expression and regulatory changes in the developing retina of the cone-dominant 13-lined ground squirrel (13LGS) across the full course of neurogenesis. We directly compared these data with similar datasets from the developing retina of rod-dominant mice. Our findings reveal that cone generation occurs at high levels even during late neurogenesis in 13LGS, coinciding with two broad heterochronic shifts in TF expression in late-stage retinal progenitors. The first shift involves an expanded expression of a subset of TFs that are typically active in early-stage progenitors in rod-dominant retinas—factors known or predicted to promote cone specification. In addition to previously characterized factors such as *Onecut2* and *Pou2f1*, this group includes previously uncharacterized genes, such as *Zic3*, which we show to be both necessary and sufficient for cone specification during early neurogenesis. The second shift involves precocious expression of TFs typically found in postmitotic cone precursors, including *Thrb* and *Rxrg*, along with newly identified factors such as *Mef2c*, which cooperatively activate cone-specific genes while repressing rod-specific ones. The expression of these TFs in both late-stage progenitors and committed photoreceptor precursors is driven by multiple 13LGS-specific enhancer elements. These enhancers are directly targeted by *Otx2* and *Neurod1*, which broadly regulate photoreceptor specification and differentiation, as well as by heterochronically expressed TFs specific to early-stage retinal progenitors and cone precursors. Our results demonstrate that heterochronic expansion of the expression of TFs that promote cone development is a key event in the development of the cone-dominant 13LGS retina.

## Results

### Single-cell RNA- and ATAC-Seq profiling of developing 13LGS retina

In 13LGS, retinal neurogenesis begins around embryonic day 18 (E18), with birth occurring at E27 (blue-dotted line in Figure 1A), and concludes by postnatal day 17 (P17) (Mossman and Weisfeldt, 1939). To comprehensively profile cellular-level changes in gene expression and chromatin accessibility, we conducted scRNA- and scATAC-Seq analyses across ten developmental time points, spanning the full course of neurogenesis and the immediate post-neurogenesis period (E18–P21). We selected these time points to align with stages previously profiled in the developing mouse retina (E11–P14) (Figure 1A; Lyu et al., 2021; Clark et al., 2019). High-quality data were obtained for all stages, with scATAC-Seq data showing expected fragment length and distribution patterns (Figure 1—figure supplement 1A, B). Using selective markers of cell types previously identified in the developing mouse retina, we successfully annotated cell populations identified through UMAP clustering of aggregated scRNA- and scATAC-Seq data. This approach distinguished all major retinal cell types, including both early- and late-stage primary and neurogenic retinal progenitor cells (RPCs and N. RPCs) (Figure 1B).

**Figure 1.**
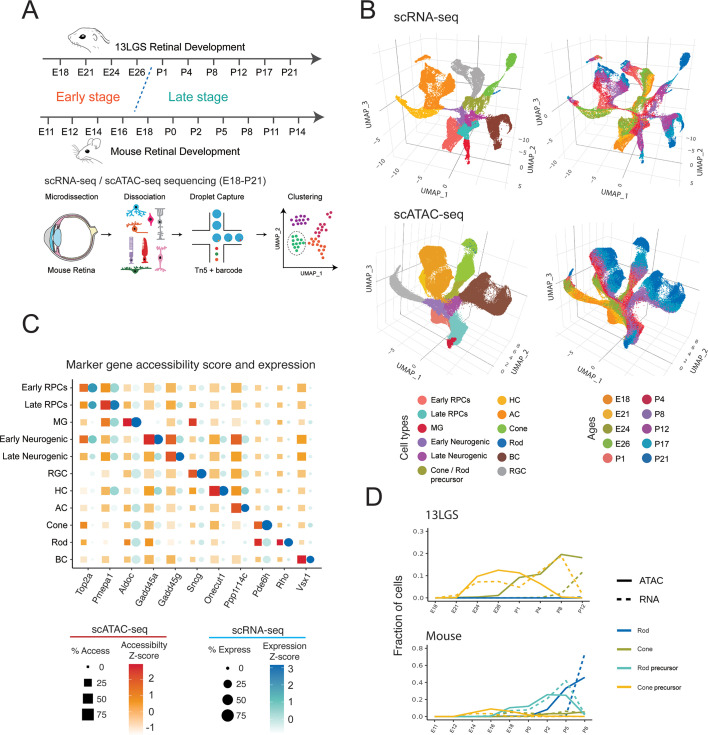
Overview of the study. (**A**) Schematic summary of the study. scRNA- and scATAC-Seq of whole 13LGS retinas were performed at 10 different time points. Major retinal cell types are identified by clustering in both scRNA- and scATAC-Seq datasets. (**B**) UMAP projections of all 13LGS retinal cells from scRNA- and scATAC-Seq. Each point represents a single cell, with cell type and time point indicated by shading. (**C**) Cell-specific marker gene expression and accessibility are shown across 11 major retinal cell types. (**D**) The relative abundances of rods, rod precursors, cones, and cone precursors are different between developing 13LGS and mouse retina.

**Figure 1—figure supplement 1.**
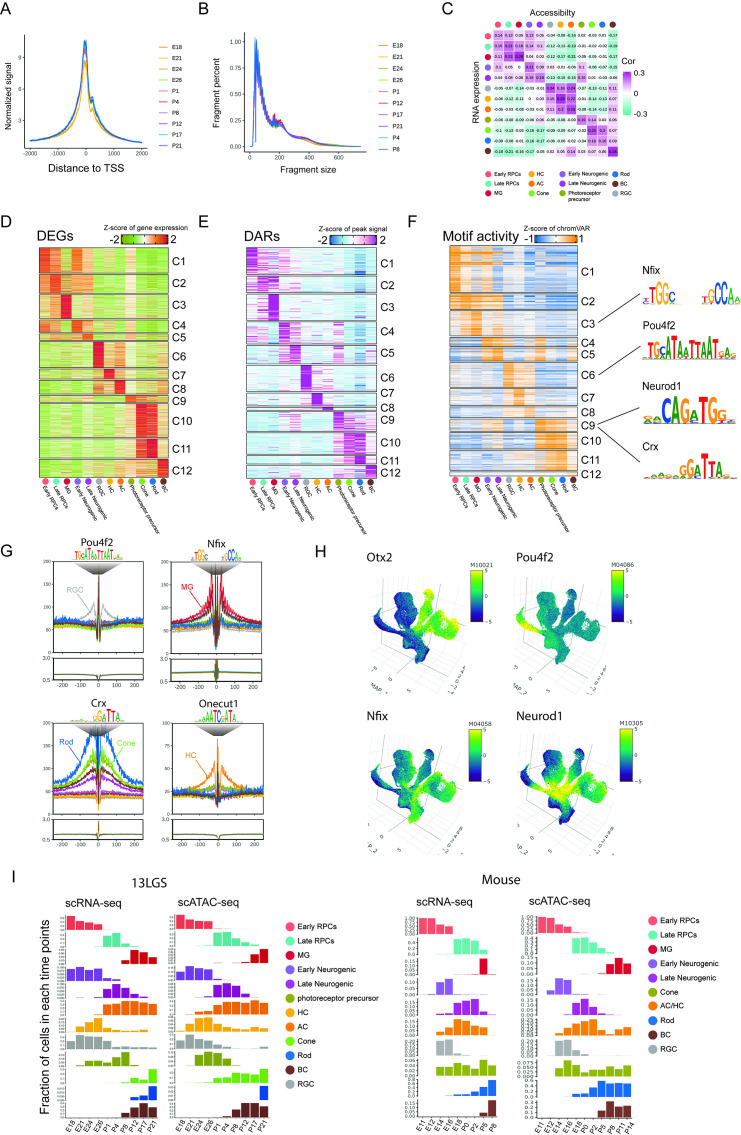
Quality control of scATAC- and scRNA-Seq data. (**A**) Transcriptional start site enrichment profiles of scATAC-Seq datasets. Lines are colored by time points. (**B**) Fragment size distribution of scATAC-Seq datasets. Individual time points are indicated by colored lines. (**C**) Heatmap showing the Pearson correlation between gene expression and gene accessibility for each retina cell type. (**D**) Heatmap of cell type-specific genes. (**E**) Heatmap of cell type-specific peaks. (**F**) Heatmap of cell type-specific motifs. (**G**) Examples of transcription factor (TF) footprint profiles for Pou4f2, Crx, Nfix, and Onecut1 in indicated scATAC-Seq cell types. (**H**) Examples of chromVAR score are shown for Otx2, Pou2f2, Nfix, and Neurod1 using scATAC-Seq datasets. (**I**) The relative abundance of retinal cell types in scRNA- and scATAC-Seq is different between developing 13LGS and mouse retina.

Cell type-specific expression and chromatin accessibility patterns showed greatest correlation in the same and closely related cell types across modalities (Figure 1—figure supplement 1C), with expected expression and accessibility patterns observed for known cell type-specific marker genes (Figure 1C). Each annotated progenitor state and cell type (C1–C12) exhibited significant numbers of differentially expressed genes (DEGs) (Figure 1—figure supplement 1D, Supplementary file 1) and differentially accessible chromatin regions (DARs) (Figure 1—figure supplement 1E). We investigated enrichment of monomeric TF motifs within DARs. Conserved patterns of motif accessibility, identified using ChromVAR and the TRANSFAC2018 database (Figure 1—figure supplement 1F, Supplementary file 1) and TF footprinting (Figure 1—figure supplement 1G, H) were observed. Notably, motifs annotated as belonging to *Nr2f1* showed strong activity in early-stage RPCs, *Pou4f2* in retinal ganglion cells, *Nfix* in late-stage RPCs and Müller glia, and *Crx* and *Neurod1* in photoreceptor precursors (Figure 1—figure supplement 1F, Supplementary file 1). Motifs assigned to one TF can have more complicated binding situations in vivo, but these enrichments are markedly consistent with previous studies in developing mouse and human retina (Lyu et al., 2021; Thomas et al., 2022).

Direct comparisons of cell type composition across individual time points in the 13LGS and mouse retina indicated a high degree of stage-matching and broad concurrence (Figure 1—figure supplement 1I). The transition from early- to late-stage states occurred between E26 and P1 in 13LGS, compared to E16–E18 in mice (Lyu et al., 2021; Clark et al., 2019). The expected temporal patterns of neurogenesis were observed in both species: retinal ganglion cells and horizontal cells were generated predominantly in the early stage, amacrine cells in the late embryonic and early postnatal period, and bipolar cells and Müller glia were produced in the late stage (Supplementary file 1). Photoreceptor precursors were detected from E18 through P12 in 13LGS, with cone cells becoming clearly distinct in the early postnatal period. Notably, a large proportion of cones were generated during the first postnatal week in 13LGS. As expected, identification of mature cones in the 13LGS scATAC data preceded the scRNA data, as chromatin opening precedes gene expression (Ma et al., 2020). In contrast to mice, where rods are distinct from E18 onward (Clark et al., 2019), rods in 13LGS were not detected until the late postnatal period (P12).

Both scRNA- and scATAC-Seq data demonstrated that, at all developmental stages, cones were significantly more abundant than rods in 13LGS, comprising approximately 25% of all retinal cells following the completion of neurogenesis at P12 (Supplementary file 1). By subclustering cones, we can separate distinct clusters of S-cones from the far more numerous M-cones at each postnatal time point, except P21 where there are too few S-cones present to form a separate cluster, and identify genes enriched in each cone subtype (Supplementary file 2; Kryger et al., 1998). In contrast, in mice, rods progressively increased in proportion, reaching approximately 70% of retinal cells by P8 (Figure 1D). These proportions are roughly in agreement with what has been found in vivo by prior studies using orthogonal approaches (Jeon et al., 1998; Kryger et al., 1998).

### Comparative multiomic analysis of photoreceptor differentiation in 13LGS and mouse

These findings suggest that late-stage RPCs in 13LGS retina are competent to generate cone photoreceptors but not other early-born cell types, with rod specification occurring only at very late postnatal stages (>P12) of neurogenesis. To investigate the mechanisms underlying this heterochronic shift in developmental competence, we used Harmony on conserved genes to integrate scRNA- and scATAC-Seq data from all late-stage time points in 13LGS and mice (Figure 2A, Supplementary file 3).

**Figure 2.**
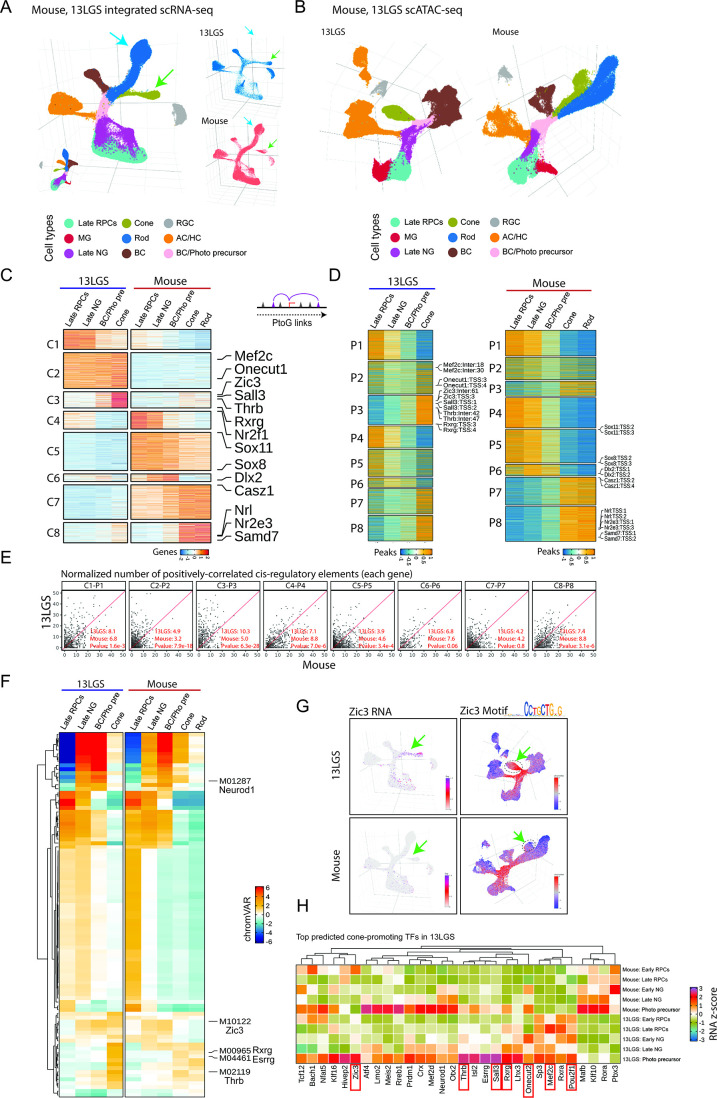
Identification of 13LGS-specific regulatory mechanisms in cone development by integrating late-stage retinal scRNA- and scATAC-Seq data with mouse. (**A**) UMAP projections of the integrated scRNA-Seq data from 13LGS and mouse. (**B**) UMAP projections of the scATAC-Seq data, showing cell types re-annotated based on the integrated scRNA-Seq analysis. (**C**) Heatmaps displaying eight clusters of genes that are differentially expressed between 13LGS and mouse. Column labels correspond to the five major cell types relevant to photoreceptor development: Late RPCs (late-stage primary retinal progenitor cells), Late NG (late-stage neurogenic progenitor cells), BC/Pho pre (bipolar cell, cone, and rod precursor cells), cone photoreceptors, and rod photoreceptors. (**D**) Heatmaps showing the chromatin accessibility of positively correlated regulatory elements for each of the eight differentially expressed gene (DEG) clusters. (**E**) Dot plots depicting the relative number of positively correlated regulatory elements for each conserved gene pair between 13LGS and mouse. Each dot represents a conserved gene pair, with the *x*-axis indicating the number of regulatory elements in mouse and the *y*-axis showing the number in 13LGS. Pairwise *t*-tests were used to compare the number of elements in each species for each gene pair, and the median values are indicated below each plot. (**F**) Differential motif analysis in five cone development-associated cell types between 13LGS and mouse. (**G**) *Zic3* expression motif accessibility is higher in 13LGS photoreceptor precursors and mature cones than in mouse. (**H**) Heatmap showing the expression levels of the top 30 cone-promoting genes identified by gene regulatory network (GRN) analysis in 13LGS across retinal progenitor cells (RPCs), neurogenic progenitor cells (N. RPCs), and photoreceptor precursors in both 13LGS and mouse.

**Figure 2—figure supplement 1.**
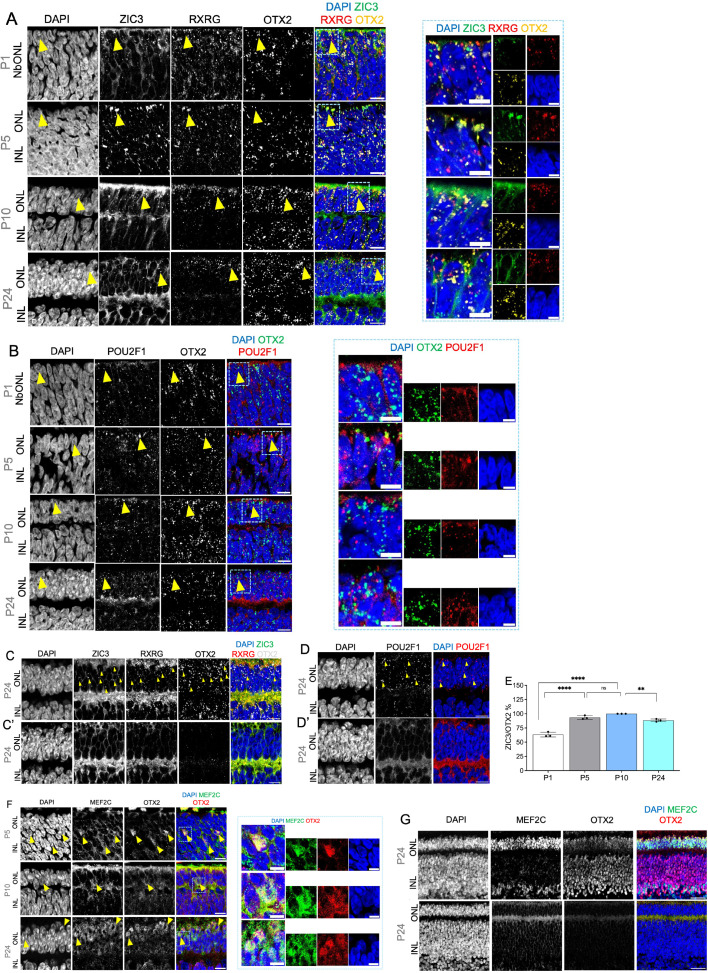
Transcription factors that show heterochronic gene expression and co-expression with Otx2 show sustained expression in 13LGS retinas. Fluorescent in situ hybridization showing co-expression of (**A**) *Pou2f1* and *Otx2* or (**B**) *Zic3*, *Rxrg*, and *Otx2* in P1, P5, P10, and P24 retinas. Insets show higher power images of highlighted areas. (**C**) *Zic3, Rxrg,* and *Otx2* fluorescent in situ hybridization from P24 with matched (**C’**) negative controls. (**D**) *Pou2f1* and *Otx2* fluorescent in situ hybridization from P24 with matched (**D’**) negative controls. (**E**) Quantification of the fraction of *Otx2*-positive cells in the outer neuroblastic layer (P1, P5) and ONL (P10, P24) that also express *Zic3*. (**F**) Immunohistochemical analysis of Mef2c and Otx2 expression in P1, P5, P10, and P24 retinas. (**G**) Mef2c and Otx2 immunohistochemistry from P24 with matched (**G’**) negative controls. Negative controls for fluorescent in situ hybridization omit the probe and for immunohistochemistry omit primary antibodies. Scale bars, 10 µm (S2A–F), 50 µm (S2G), and 5 µm (inset). Cell counts in E were analyzed using one-way ANOVA analysis with Sidak multiple comparisons test and 95% confidence interval. **p < 0.01, ****p < 0.0001, and ns = non-significant. *N* = 3 independent experiments. DAPI, 4′,6-diamidino-2-phenylindole; NbONL, neuroblastic outer nuclear layer; ONL, outer nuclear layer; INL, inner nuclear layer. Arrowheads indicate cells co-expressing indicated markers.

In the 13LGS scRNA-Seq data, we observed well-defined, continuous differentiation trajectories linking late-stage primary and neurogenic RPCs to cones, bipolar, and amacrine cells. However, no clear trajectory for rod differentiation was detected, likely due to the very low number of rod cells detected prior to P17 (Figure 2A). In contrast, scRNA-Seq data from mice revealed differentiation trajectories connecting neurogenic progenitors to rods, amacrine, and bipolar cells, but not to cones at this stage (indicated by arrows in Figure 2A). Similarly, scATAC-Seq analysis in 13LGS identified a strong progenitor-to-cone photoreceptor trajectory, but no corresponding progenitor-to-rod trajectory (Figure 2B). Interestingly, both species exhibited a bipolar cell/photoreceptor precursor population (Figure 2A, B). This may suggest that late-stage 13LGS retina contains bipolar cell/cone bipotent progenitors similar to the bipolar cell/rod bipotent progenitors of late-stage mouse retina (Lyu et al., 2021; Clark et al., 2019), though further investigation would be required to confirm this. Nonetheless, this highlights the specificity of the effects of heterochronic expansion of cone-promoting factors.

To further characterize species-specific patterns of gene expression and regulation during postnatal photoreceptor development, we analyzed differential gene expression, chromatin accessibility, and motif enrichment across late-stage primary and neurogenic progenitors, immature photoreceptor precursors, rods, and cones. Due to their very low number before time point P17, we were unable to include 13LGS rods in the analysis. This analysis revealed eight distinct species-specific differential expression patterns identified by *k*-means clustering (C1–C8) (Figure 2C, D; Supplementary file 4).

Clusters C1–C3 were selectively expressed in 13LGS. C1 was active exclusively in RPCs, C2 active across all stages of cone specification, and C3 restricted to mature cones. Notably, C2 included several genes previously implicated in photoreceptor development, such as the cone-promoting TF *Onecut1* (Emerson et al., 2013; Sapkota et al., 2014) and *Mef2c*, a MADS-box TF which is cone-enriched in human retina (Wolf et al., 2017; Kallman et al., 2020) and reported to be essential for photoreceptor survival (Nagar et al., 2017). The smaller cluster C3 contained TFs such as *Thrb*, *Rxrg*, and *Sall3*, which are all selectively expressed in cone precursors and essential for cone-specific gene expression (de Melo et al., 2011; Roberts et al., 2005; Ng et al., 2001). Additionally, *Zic3*, which is selectively expressed in early-stage RPCs in mice (Lyu et al., 2021; Clark et al., 2019), was also enriched in C3.

Clusters C4–C8 contained genes that were selectively active in mice relative to 13LGS (Figure 2C). Clusters C4–C6 showed higher expression levels in mice across different cellular contexts: C4 was specific to progenitors, C5 was active throughout specification, and C6 spanned progenitors and photoreceptor precursors. C4 included the early-stage RPC TF *Nr2f1*, C5 contained *Sox8* and *Sox11*, and C6 featured *Dlx2*. While the direct relevance of most of these differences remains unclear, *Nr2f1* is essential for establishing the dorsal–ventral gradients in M- and S-cone opsin expression that are observed in mouse cones (Satoh et al., 2009), but which do not exist in 13LGS (Kryger et al., 1998).

Clusters C7 and C8, which were selectively active in mouse photoreceptor precursors and rods, contained several TFs known to promote rod differentiation and repress cone fate. In C7, we identified *Casz1*, a temporal patterning factor that represses the competence of late-stage progenitors to generate cones, while also promoting rod specification (Mattar et al., 2015). In C8, as expected, we observed *Nrl*, *Nr2e3*, and *Samd7*, all of which activate rod-specific genes while repressing cone-specific genes (Chen et al., 2005; Cheng et al., 2004; Hao et al., 2012; Omori et al., 2017).

Integrated scRNA- and ATAC-Seq analysis using ArchR identified regulatory elements predicted to control each of these genes in both 13LGS and mouse (Figure 2D). Notably, genes in C2 and C3, which were more highly expressed in 13LGS and are strong candidates for promoting cone specification, exhibited significantly higher numbers of predicted functional *cis*-regulatory elements than their mouse counterparts (Figure 2E). This species-specific increase in predicted regulatory elements was either absent from, or far less pronounced in, other gene clusters.

### Identifying TFs that promote cone specification in 13LGS

To identify TFs that strongly contribute to cone specification, we compared differential motif enrichment in accessible chromatin regions across cell types between 13LGS and mice (Figure 2F, Supplementary file 4). Motifs associated with neurogenic bHLH factors such as Neurog2, Ascl1, Olig2, and Neurod1 were highly enriched in neurogenic RPCs and photoreceptor precursors in both species, as was the motif for Otx2, a key factor required for both rod and cone specification (Nishida et al., 2003; Emerson et al., 2013). Similarly, motifs for TFs strongly expressed in late-stage RPCs, such as Lhx2 and Sox8, were prominent in progenitors of both species.

Motifs for cone-specific TFs, including Thrb, Rxrg, and Esrrg, were significantly more prominent in cones of 13LGS. Furthermore, in 13LGS, the Zic3 motif was accessible in both progenitors and mature cones, whereas in mice, its accessibility declined in mature cones (Figure 2F, G). These data suggest that species-specific gene regulatory networks (GRNs) observed in 13LGS late-stage RPCs are characterized by relatively higher activity levels of TFs that are enriched in both early-stage RPCs and postmitotic cone precursors in mice and contribute to the development of the cone-dominant retina in 13LGS.

To more systematically identify TFs regulating cone specification in 13LGS, we used scRNA- and ATAC-Seq data from late-stage RPCs and differentiating photoreceptors to reconstruct GRNs predicted to activate cone-specific genes (Figure 2H, Supplementary file 5). This analysis focused on TFs with differential expression in late-stage RPCs between 13LGS and mice. Some TFs in this network, such as *Otx2*, *Neurod1*, *Crx*, *Prdm1*, and *Mef2d*, have been shown to promote both rod and cone differentiation (Furukawa et al., 1999; Nishida et al., 2003; Pennesi et al., 2003; Katoh et al., 2010; Andzelm et al., 2015), and their expression patterns did not exhibit strong species-specific differences.

In contrast, two broad patterns of differential expression of cone-promoting TFs were observed between mouse and 13LGS. First, TFs identified in this network that are known to be required for committed cone precursor differentiation, including *Thrb*, *Rxrg*, and *Sall3* (Swaroop et al., 2010; de Melo et al., 2011; Lu et al., 2020), consistently showed stronger expression in both late-stage RPCs and early-stage primary and/or neurogenic RPCs of 13LGS compared to mice. Other genes such as *Mef2c*, which, while not functionally linked to cone specification, are also most prominently expressed in differentiated cones, also showed expression in late-stage RPCs. This suggests a species-specific pattern of precocious expression of cone differentiation-promoting TFs in the course of cone differentiation. Second, TFs in the network known to promote cone specification in early-stage mouse RPCs, such as *Onecut2* and *Pou2f1*, exhibited enriched expression in early and late-stage primary and/or neurogenic RPCs of 13LGS, implying a heterochronic expansion of cone-promoting factors into later developmental stages. This pattern was also observed for *Zic3*, which emerged as the most likely candidate for driving cone-specific gene expression in 13LGS. In mice, *Zic3* was selectively enriched in early-stage RPCs (Lyu et al., 2021; Clark et al., 2019), supporting its potential role in cone specification. In contrast, genes such as *Casz1*, which act in late neurogenic RPCs to promote rod specification (Mattar et al., 2015), are downregulated in 13LGS late neurogenic RPCs relative to mice.

To confirm heterochronic expression of candidate cone-promoting factors in late-stage developing 13LGS retina, we performed immunohistochemistry (IHC) and RNA-hybridization chain reaction (HCR) analysis. We analyzed co-expression of the candidate cone-promoting factors *Zic3* and *Mef2c*, as well as *Pou2f1*, a cone-promoting factor active in early-stage RPCs in mouse (Emerson et al., 2013; Javed et al., 2020), with markers of neurogenic RPCs and/or differentiating cones. *Pou2f1* co-expression with *Otx2* was observed at P1, P5, P10, and P24 in 13LGS (Figure 2—figure supplement 1A). At all ages examined, *Zic3* was co-expressed with the neurogenic RPC/photoreceptor precursor marker *Otx2* and the cone precursor marker *Rxrg* (Figure 2—figure supplement 1B-E).

Weak Mef2c protein expression was observed in Otx2-positive neurogenic RPCs at P1 (data not shown), with increased expression at P5, with stronger expression detected in mature photoreceptors at later developmental stages (Figure 2—figure supplement 1F-G).

### *Zic3* promotes cone-specific gene expression and is necessary for generating the full complement of cone photoreceptors

Previous studies have demonstrated that overexpression of either *Onecut1* or *Pou2f1* in late-stage mouse retinal progenitors is sufficient to induce the expression of cone-specific genes while also repressing rod-specific genes (Javed et al., 2020; Emerson et al., 2013). We employed a similar approach to determine whether *ZIC3*, either alone or in combination with the heterochronically expressed cone-promoting factor *POU2F1*, can likewise induce cone differentiation from late-stage mouse RPCs. To test this, we conducted electroporation of P0 ex vivo mouse retinal explants, as previously described (Melo and Blackshaw, 2018), and used scRNA-Seq, running different conditions together using CellPlex, to assess the effects of *ZIC3* overexpression alone, or in combination with *POU2F1* (Figure 3A). ScRNA-Seq analysis of GFP-positive electroporated cells at 5 days in vitro showed that overexpression of heterochronically expressed TFs produced a cone-like photoreceptor precursor population (Supplementary file 6, Figure 3—figure supplement 1A). Comparison of gene expression between this photoreceptor cluster and rod photoreceptors revealed that empty plasmids induced one DEG: *GFP* (Figure 3B, C, Supplementary file 6). *ZIC3* not only induced the expression of several cone photoreceptor-specific genes (Uhlén et al., 2015) at this stage, it also downregulated the expression of many rod-specific genes (Figure 3B, C). *POU2F1* overexpression upregulated an overlapping but distinct and larger set of cone-specific genes relative to *ZIC3*, while also downregulating many of the same rod-specific genes, often to a greater extent (Figure 3C). Co-overexpression of *ZIC3* and *POU2F1* in late-stage RPCs had a synergistic effect, resulting in more DEGs than did either *ZIC3* or *POU2F1* alone, and greater quantitative changes in cellular levels of expression (Figure 3B, C, Supplementary file 6).

**Figure 3.**
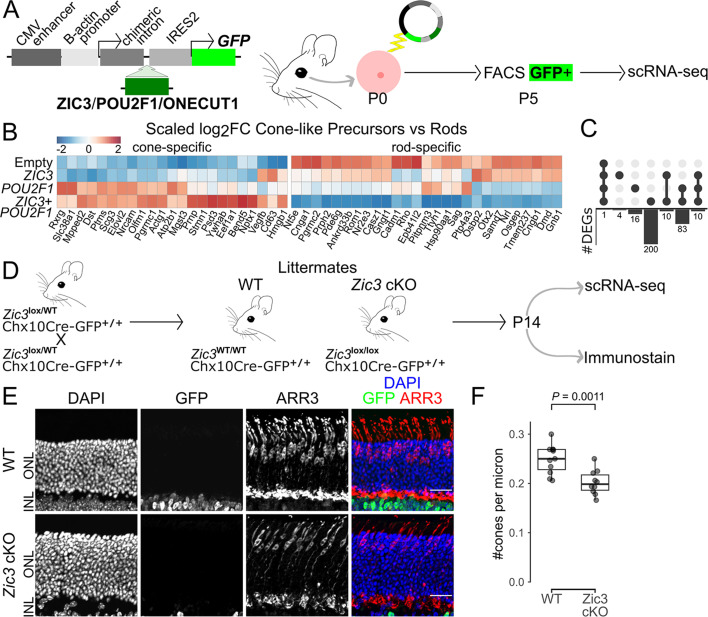
Zic3 is necessary for normal mouse cone development and sufficient to promote cone gene expression. (**A**) Diagram of overexpression strategy used to test effects of *ZIC3* overexpression. (**B**) Heatmap of log_2_ fold change in expression between cone-like precursors and rods separated by condition for select genes, scaled by gene. (**C**) Upset plot of significant differentially expressed genes shared between conditions. (**D**) Diagram of retinal progenitor cell-specific conditional loss of function analysis of *Zic3*. (**E**) Immunohistochemistry showing GFP and Arr3 expression in P14 wild type (WT) and *Zic3*^lox/lox^ (*Zic3* cKO) mouse retinas. Scale bars, 20 µm. (**F**) Box plot of the number of cones per micron along the retinal slice (*n* = 11 WT, 10 *Zic3* cKO). p-values calculated by Wilcoxon rank-sum test. P0, postnatal day 0; P5, postnatal day 5; P14, postnatal day 14; FACS, fluorescence-activated cell sorting; scRNA-Seq, single-cell RNA sequencing; ONL, outer nuclear layer; INL, inner nuclear layer; DAPI, 4′,6-diamidino-2-phenylindole; GFP, green fluorescent protein; OE, overexpression; log_2_FC, log_2_ fold change; DEG, differentially expressed gene; WT, wild type; cKO, conditional knockout.

**Figure 3—figure supplement 1.**
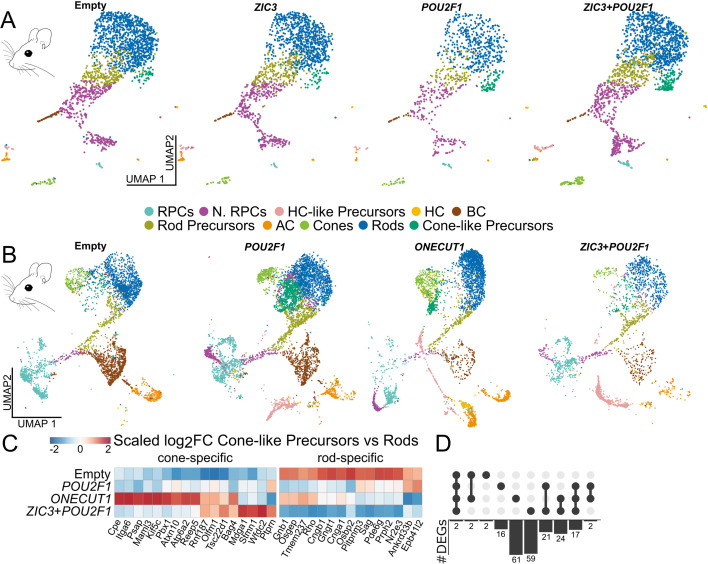
*ZIC3* overexpression promotes the formation of cone-like photoreceptor precursor cells. (**A**) UMAP representation of P5 mouse retinal explants from four conditions: electroporated with a plasmid expressing GFP alone (Empty), GFP in a bicistronic transcript with ZIC3 (*ZIC3*) or POU2F1 (*POU2F1*), or both the ZIC3 and POU2F1 plasmids (*ZIC3 + POU2F1*) (*n* = 1901 cells Empty, 1578 cells *ZIC3*, 904 cells *POU2F1*, 2111 cells *ZIC3 + POU2F1*), split by condition. Each point represents a single cell and is colored by cell type as determined by clustering and marker gene expression. (**B**) UMAP representation of P5 mouse retinal explants from four conditions: electroporated with a plasmid expressing GFP alone (Empty), GFP in a bicistronic transcript with POU2F1 (*POU2F1*) or Onecut1 (*Onecut1*), or both the ZIC3 and POU2F1 plasmids (*ZIC3 + POU2F1*) (*n* = 4313 cells Empty, 6287 cells *POU2F1*, 4455 cells *Onecut1,* 2476 cells *ZIC3 + POU2F1*), split by condition. Each point represents a single cell and is colored by cell type as determined by clustering and marker gene expression. (**C**) Heatmap of log_2_ fold change in expression between cone-like precursors and rods separated by condition for select genes, scaled by gene. (**D**) Upset plot of significant differentially expressed genes shared between conditions. RPC, retinal progenitor cell; N. RPC, neurogenic retinal progenitor cells; HC, horizontal cell; BC, bipolar cell; AC, amacrine cell; log_2_FC, log_2_ fold change; DEG, differentially expressed gene.

**Figure 3—figure supplement 2.**
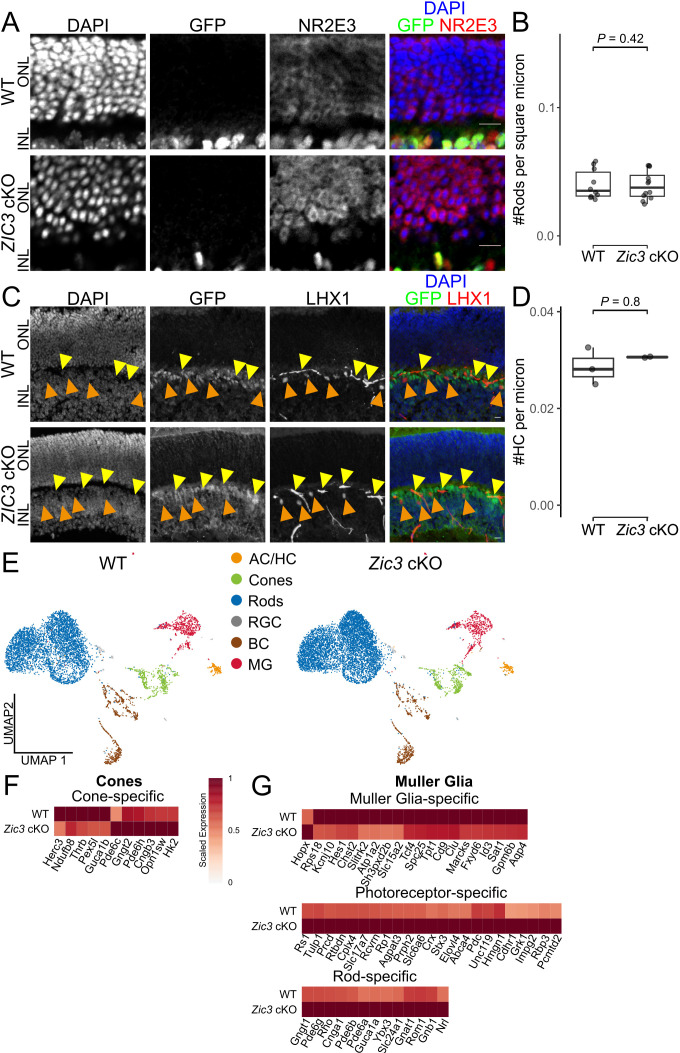
*Zic3* is required for normal patterns of gene expression in cones and Müller glia. (**A**) Immunohistochemistry showing GFP and Nr2e3 expression in P14 wild type (WT) and *Zic3*^lox/lox^ (*Zic3* cKO) mouse retinas. (**B**) Box plot of the number of rods per square micron along the retinal slice (*n* = 12 WT, 10 *Zic3* cKO). (**C**) Immunohistochemistry showing GFP and LHX1 expression in P14 WT and *Zic3* cKO mouse retinas. Orange arrows indicate horizontal cell nuclei and yellow arrows indicate mouse-on-mouse vascular staining. (**D**) Box plot of the number of horizontal cells per micron along the retinal slice (*n* = 3 WT, 2 *Zic3* cKO). (**E**) UMAP representation of P14 WT and *Zic3* cKO mouse retinas (*n* = 6174 cells (*N* = 4) WT, 7562 cells (*N* = 4) *Zic3*), split by genotype. Each point represents a single cell and is colored by cell type as determined by clustering and marker gene expression. Heatmaps of expression in (**F**) Cones and (**G**) Müller glia for select genes for WT and *Zic3* cKO retinas, scaled by gene. Scale bars, 10 µm. p-value calculated by Wilcoxon rank-sum test. DAPI, 4′,6-diamidino-2-phenylindole; GFP, green fluorescent protein; ONL, outer nuclear layer; INL, inner nuclear layer; HC, horizontal cell; AC/HC, amacrine cells/horizontal cell; RGC, retinal ganglion cell; BC, bipolar cell; MG, Müller glia.

*Onecut1* overexpression similarly produced a population of cone-like precursors (Figure 2—figure supplement 1B, Supplementary file 6). It upregulated a largely distinct set of cone-specific genes compared to *POU2F1* alone but shared some upregulated cone-specific genes with the combined overexpression of *ZIC3* and *POU2F1* (Figure 2—figure supplement 1C, D, Supplementary file 6). Furthermore, *Onecut 1* overexpression downregulated many of the same rod-specific genes as did the combined overexpression of *POU2F1* and *ZIC3* (Figure 2—figure supplement 1C, D). Similarly to *Onecut 1* and *POU2F1* overexpression, *ZIC3* overexpression produced horizontal cell-like precursors in addition to cone-like precursors (Javed et al., 2020; Emerson et al., 2013; Figure 3—figure supplement 1A, B, Supplementary file 6).

Because conventional *Zic3* knockouts show widespread and complex developmental defects and high gestational lethality (Purandare et al., 2002), we generated an early RPC-specific *Zic3* loss-of-function mutant by combining the retinal progenitor-specific Chx10-CreGFP transgenic line with a conditional *Zic3* allele (Rowan and Cepko, 2004; Sutherland et al., 2013; Figure 3D). This resulted in a statistically significant ~20% reduction in the density of cone photoreceptors in the mutant retina (Figure 3E, F), while the relative numbers of rods and horizontal cells remained unaffected (Figure 3—figure supplement 2A-D).

ScRNA-Seq analysis (*n* = 4) of P14 *Zic3* conditional mutant retinas identified quantitative changes in gene expression in several terminally differentiated cell types (Figure 3—figure supplement 2E-G, Supplementary file 7). The remaining mutant cones showed reduced expression of *Thrb* but increased expression of multiple cone-specific markers, including *Opn1sw*, *Pde6h*, and *Gngt2* (Figure 3—figure supplement 2F). Despite the increased *Opn1sw* expression, there does not seem to be a differential impact on genes enriched in S- or M-cones. For instance, *Pde6h,* which we find to show reduced expression in S-cones relative to M-cones in 13LGS, is increased in mutant cones and *Pex5l*, which is higher in S-cones, is reduced in mutant cones (Figure 3—figure supplement 2F, Supplementary file 7). In addition, we observe a broad decrease in expression of genes expressed at high levels in both cones and rods (*Rpgrip1*, *Drd4*) and rod-specific genes (*Rho*, *Cnga1*, *Pde6b*) in mutant cones (Figure 3—figure supplement 2F). Since rods are fragile cells that are located immediately adjacent to cones, some level of contamination of rod-specific genes is inevitable in single-cell analysis of dissociated cones (Clark et al., 2019; Lyu et al., 2021), and this reduced level of rod contamination could result from altered adhesion between mutant rods and cones. In contrast, increased expression of rod-specific genes (*Rho*, *Nrl*, *Pde6g*, *Gngt1*) and pan-photoreceptor genes (*Crx*, *Stx3*, *Rcvrn*) was observed in Müller glia (Figure 3—figure supplement 2G), which may likewise result from altered adhesion between Müller glia and rods. Finally, several Müller glia-specific genes were downregulated, including *Clu*, *Aqp4*, and Notch pathway components such as *Hes1* and *Id3*, with the exception of *Hopx*, which was upregulated (Figure 3—figure supplement 2G). This likely reflects the indirect effects of *Zic3* loss of function in retinal progenitors. These findings indicate that *Zic3* is essential for the proper expression of photoreceptor genes in cones while also playing a role in regulating expression of Müller glia-specific genes.

### *MEF2C* overexpression promotes cone-specific gene expression and inhibits rod photoreceptor maturation

We next investigated the effects of both *MEF2C* overexpression in late-stage RPCs and RPC-specific loss of function of *Mef2c* in mice. As described for *ZIC3*, we conducted ex vivo electroporation of P0 mouse retinal explants with plasmid vectors expressing *MEF2C*, using empty vectors that expressed GFP alone as controls (Figure 4A). Since *Mef2c* expression is initiated at later stages of cone development relative to *Zic3* (Figure 3A, Figure 2—figure supplement 1A), explants were cultured until P8 for both scRNA-Seq and immunohistochemical analysis.

**Figure 4.**
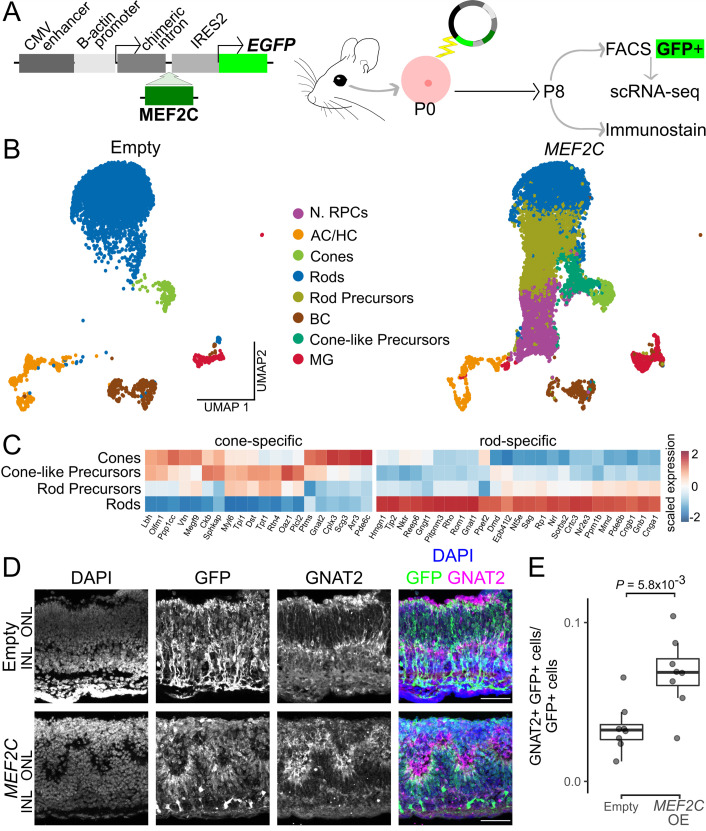
Mef2c is sufficient to promote cone-specific gene expression and repress rod-specific gene expression in mouse. (**A**) Diagram of overexpression strategy used to test effects of *MEF2C* overexpression. (**B**) UMAP representation of P8 mouse retinal explants electroporated with a plasmid expressing GFP alone (Empty) or GFP in a bicistronic transcript with human MEF2C (*MEF2C*) (*n* = 7445 cell Empty, 11,949 cells *MEF2C*). Each point represents a single cell and is colored by cell type as determined by clustering and marker gene expression. (**C**) Heatmap of expression for select genes for cones, cone-like photoreceptor precursors, rod photoreceptor precursors, and rods in cells overexpressing *MEF2C*, scaled by gene. (**D**) Immunohistochemistry showing GFP and GNAT2 expression in P8 mouse retinas from Empty and *MEF2C* conditions. Scale bars, 50 µm. (**E**) Box plot of the number of Gnat2+, GFP+ cells divided by the total number of GFP+ cells (*n* = 8 for both conditions). p-values calculated by Wilcoxon rank-sum test. P0, postnatal day 0; P8, postnatal day 8; FACS, fluorescence-activated cell sorting; scRNA-Seq, single-cell RNA sequencing; ONL, outer nuclear layer; INL, inner nuclear layer; DAPI, 4′,6-diamidino-2-phenylindole; GFP, green fluorescent protein; OE, overexpression.

**Figure 4—figure supplement 1.**
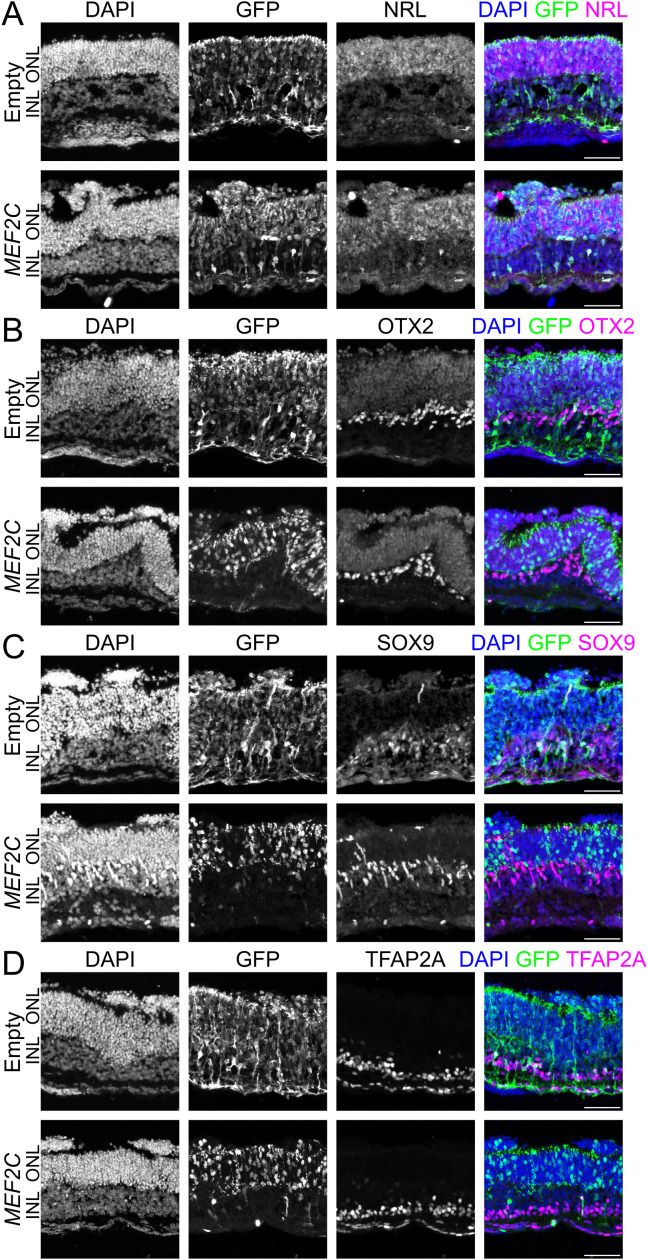
*Mef2c* overexpression does not obviously impact non-cone cell type proportions. Immunohistochemistry showing GFP and (**A**) Nrl, (**B**) Otx2, (**C**) Sox9, or (**D**) Tfap2a expression in P8 mouse retinal explants electroporated with a plasmid expressing GFP alone (Empty) or GFP in a bicistronic transcript with MEF2C (*MEF2C*). Scale bars, 50 µm. DAPI, 4′,6-diamidino-2-phenylindole; GFP, green fluorescent protein; ONL, outer nuclear layer; INL, inner nuclear layer.

**Figure 4—figure supplement 2.**
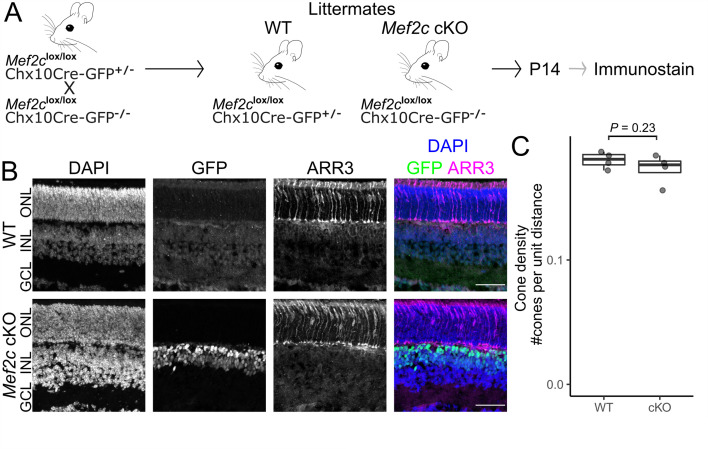
*Mef2c* loss of function does not affect cone cell production or survival. (**A**) Diagram of conditional knockout strategy used to test for the necessity of *Mef2c* for normal cone development. (**B**) Immunohistochemistry showing GFP and Arr3 expression in P14 wild type (WT) and *Chx10-Cre;Mef2c^lox/lox^* (*Mef2c* cKO) mouse retinas. Scale bars, 50 µm. (**C**) Box plot of the number of ARR3+, GFP+ cells divided by the total number of GFP+ cells (*n* = 4). p-value calculated by Wilcoxon rank-sum test. WT, wildtype; cKO, conditional knockout; DAPI, 4′,6-diamidino-2-phenylindole; GFP, green fluorescent protein; ONL, outer nuclear layer; INL, inner nuclear layer; GCL, ganglion cell layer.

ScRNA-Seq analysis revealed substantial alterations in cell type composition following *MEF2C* overexpression, with a marked increase in both neurogenic RPCs and immature photoreceptor precursors, which suggested a broad delay or arrest in rod differentiation (Figure 4B, C, Supplementary file 8). Additionally, a novel subpopulation of cone-like precursors emerged (Figure 4B). Cone-like precursors exhibited upregulation of genes such as *Gnat2*, *Arr3*, and *Pde6c*, while also maintaining expression of genes that are typically enriched in both immature rod and cone photoreceptors, including *Tpi1*, *Rtn4*, and *Tpt1* (Figure 4C).

Histological analysis indicated that *MEF2C* overexpression consistently led to morphological abnormalities in electroporated regions, including the formation of whorls and rosettes in the outer nuclear layer, a phenotype reminiscent of *Nrl* and *Nr2e3* mutants that exhibit ectopic cone-specific gene expression in rods (Figure 4D, Figure 4—figure supplement 1A-B, Mears et al., 2001; Akhmedov et al., 2000). Although a few GFP-positive electroporated cells co-expressing the cone-specific marker *Gnat2* were detected in control (likely due to the electroporation of cone precursors, which we have previously observed in P0 retinal explants; Onishi et al., 2010; Clark et al., 2019; Lyu et al., 2021; Leavey et al., 2025), there was a significant increase in double-positive cells in the test condition, matching the novel cone-like precursor population found in the scRNA-Seq dataset (Figure 4E). No obvious reduction in the relative number of Nrl-positive cells was observed (Figure 4—figure supplement 1A). No changes were observed in the distribution or abundance of other retinal cell types (Figure 4—figure supplement 1B-D).

A previous study reported that *Nestin-Cre;Mef2c^lox/lox^* mice, which are predicted to exhibit loss of function of *Mef2c* throughout the developing central nervous system, showed a rapid degeneration of both rod and cone photoreceptors that resembled photoreceptor loss observed in fast-acting *rd1/rd1* mutants (Nagar et al., 2017). To evaluate the effects of retinal progenitor-specific loss of function of *Mef2c*, we generated *Chx10-Cre;Mef2c^lox/lox^* mice (Vong et al., 2005; Rowan and Cepko, 2004; Figure 4—figure supplement 2A). No changes in cone numbers were observed at P14 (Figure 4—figure supplement 2B, C), nor was there any loss of rod or cone photoreceptors through P180 (data not shown). These findings suggest that *Mef2c* is dispensable for cone development in mice, and that previous reports of rapid photoreceptor degeneration may have resulted from inadvertent contamination with either the *rd1* allele itself or another common retinal dystrophy mutation (Chang et al., 2002).

### Species-specific *cis*-regulatory elements activate expression of cone-promoting genes in late-stage RPCs of 13LGS

These findings demonstrate that, relative to mice, late-stage RPCs and photoreceptor precursors of 13LGS exhibit significantly elevated expression of multiple TFs that promote cone differentiation while inhibiting rod development. To investigate the mechanism underlying this species-specific expansion of expression, we performed bulk CUT&RUN analysis in P5 13LGS retinas and P2 mouse retinas, analyzing stage-matched samples highly enriched for late-stage RPCs and photoreceptor precursors. 

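CUT&RUN maps a histone mark or a protein by cutting the DNA around a bound antibody and sequencing the released fragments. The sample labels list 36 libraries in 12 conditions, each condition being a target in a species, with 16 libraries from P5 13LGS retina and 20 from P2 mouse retina. The methods give 500000 nuclei per reaction and pools of 2 individuals per biological replicate for 13LGS, and 385000 nuclei and pools of 3 individuals for mouse, with 2 biological replicates for each species. For 13LGS, the labels hold 1 library each for H3K4me3, H3K27ac and H3K4me1, all from the same biological replicate, 4 for Neurod1, 6 for Otx2 and 3 for the IgG control. For mouse, they hold 2 libraries each for H3K4me3, H3K27ac, H3K4me1 and IgG, 4 for Neurod1 and 8 for Otx2. The Otx2 libraries combine 2 antibodies. In 13LGS, 4 libraries used the R&D Systems antibody and 2 the Atlas Antibodies one, and in mouse each antibody was used in 4.

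The authors trimmed the reads, aligned them with Bowtie2 to GRCm38 for mouse and to the HiC_Itri_2 assembly for 13LGS, removed duplicates without molecular identifiers and merged technical replicates. They called peaks for each target with macs2 against IgG at a q-value of 0.05, jointly across the libraries of a target. Regions on the ENCODE blacklist and the mitochondrial genome were removed for mouse, and the methods describe this step for mouse only. The deposited data used here are 10 peak lists, 1 per target and species for 5 targets, and each peak has a fold enrichment over IgG and a −log10 q-value. Because a list pools all libraries of its condition, no spread between replicates could be computed, and because the lists hold no read totals, the depth of each library is unknown. Peaks were compared with each other and with the accessible elements of *Mef2c*, *Rxrg*, and *Thrb* in Supplementary file 9 by an overlap of at least 1 bp, with the authors' values left unchanged. The tests take peaks or elements as their units, so their p-values describe the lists and not the variation between animals. Positions are counted from 1 on the assembly of each species, and no position was converted between assemblies.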

We profiled histone modifications associated with active promoters and both active and poised enhancers, as well as the photoreceptor-promoting TFs Otx2 and Neurod1. This data was integrated with scATAC-Seq-derived chromatin accessibility regions from late-stage RPCs and photoreceptor precursors (Figure 5A, Supplementary file 9).

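The H3K4me3 list held 18020 peaks in 13LGS and 14069 in mouse, a ratio of 1.28. For H3K27ac, 93999 peaks were called in 13LGS and 62930 in mouse, a ratio of 1.49. The H3K4me1 lists were the longest, with 141578 peaks in 13LGS and 135798 in mouse. Otx2 had 27993 peaks in 13LGS and 29115 in mouse, and Neurod1 had 4658 and 4744. With only peaks of −log10 q of at least 5, the H3K27ac ratio became 1.82 and the Neurod1 ratio fell from 0.982 to 0.718, and merging peaks within 500 bp lowered the H3K4me3 ratio to 1.21. The H3K27ac peaks covered 74.2 Mb in 13LGS and 44.0 Mb in mouse, with median widths of 455 bp and 432 bp. The H3K4me1 peaks covered 186 Mb and 177 Mb. The median fold enrichment over IgG was 12.6 in 13LGS and 13.5 in mouse for H3K4me3, and 3.18 and 3.36 for H3K27ac. For Otx2 the medians were 3.15 and 3.54, and for Neurod1 they were 3.51 and 3.78. Small scaffolds outside the chromosomes held 1.95% of the 13LGS Neurod1 peaks and 0.286% of the 13LGS H3K27ac peaks, whereas every mouse peak was on a chromosome.

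The marks of the paper's classification were also applied to whole peaks, without its requirements of accessibility and average signal. H3K27ac peaks without an H3K4me3 peak numbered 85510 in 13LGS and 58164 in mouse. H3K4me1 peaks without either of the other marks numbered 81375 in 13LGS and 94101 in mouse, a ratio of 0.865.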

**Figure 5.**
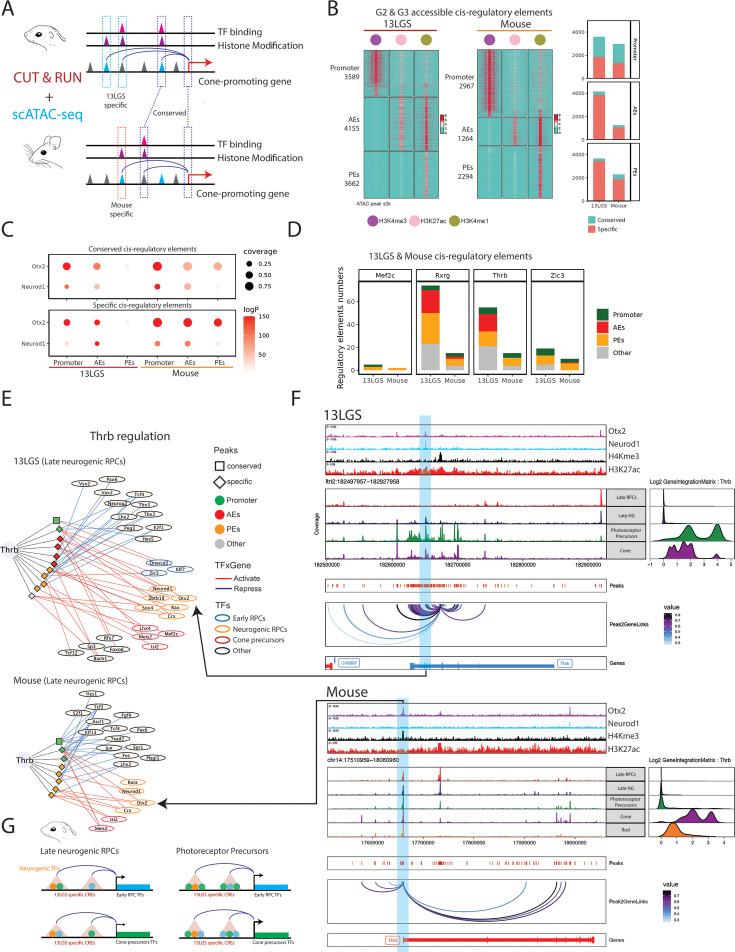
Conserved transcription factors (TFs) bind to species-specific enhancers to promote cone specification in 13LGS. (**A**) Schematic illustrating annotation of *cis*-regulatory elements in RPCs and photoreceptor precursors by integration of scATAC-Seq and CUT&RUN 13LGS and mouse datasets. (**B**) Heatmaps show annotated accessible regulatory elements in both 13LGS and mouse. Promoters, activated enhancers (AEs), and poised enhancers (PEs), which are associated with histone markers associated with genes in clusters C2 and C3, which are selectively active in 13LGS RPCs and/or photoreceptor precursors. Shading indicates CUT&TAG signal for the corresponding histone modification within 2 kb of the scATAC-Seq peak center. Bar plots displaying the number of each category of regulatory element in each species that are conserved or species-specific. (**C**) Dot plots showing the enrichment of binding sites for Otx2 and Neurod1, TFs which are broadly expressed in both neurogenic RPC and photoreceptor precursors, which are enriched in both conserved *cis*-regulatory elements in both species. (**D**) Bar plots showing the number of conserved and species-specific enhancers per transcription start site (TSS) in four cone-promoting genes between 13LGS and mouse. (**E**) The gene regulatory networks (GRNs) regulating *Thrb* expression in 13LGS and mouse late N. RPCs. (**F**) An example of a Thrb-related regulon and its corresponding scATAC-Seq and CUT&RUN tracks. The arrow indicates the consistent regulatory relationships between GRN prediction and experimental validations. (**G**) The epigenetic model of cone specification in 13LGS and mouse.

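CUT&RUN peaks were counted within 1000000 bp windows centred on the TSS elements of *Rxrg* and *Thrb* and compared with 10000 windows of the same size centred on other H3K4me3 peaks of the same species. *Mef2c* has no TSS element in Supplementary file 9 and was left out. The window of *Rxrg* held 87 H3K27ac peaks in 13LGS, where the median window held 39 and 9.05% of windows held at least as many; the share was 16.2% with equal numbers of peaks per target and 18.9% with a −log10 q of at least 5. In mouse, the *Rxrg* window held 6 H3K27ac peaks against a median of 27, and 95.15% of windows held at least as many. The count was thus low but not in the lowest 5%, with at most as many in 6.06% of windows. By bases covered, the mouse *Rxrg* window did enter the lowest 5%. It held 2773 bp of H3K27ac peaks against a median of 18951, with at most as many in 4.41% of windows. Within 100 kb on each side there were 3 peaks against a median of 5, with 70.0% of windows holding at least as many. Neurod1 peaks around *Rxrg* numbered 10 in 13LGS, a number reached by 6.50% of windows, and 2 in mouse. Within 100 kb on each side of *Rxrg*, 5 Neurod1 peaks placed the 13LGS gene in the highest 1.67% of windows. The *Thrb* window held 46 H3K27ac peaks in 13LGS and 43 in mouse, reached by 41.3% and 24.2% of windows, but this changed with the settings. With a −log10 q of at least 5 the counts were 21 and 9, and within 100 kb on each side they were 3 and 12. The 13LGS window is centred at 182847488 on Itri2. Within 100 kb it leaves out every 13LGS *Thrb* element with H3K27ac, so the smaller windows cannot compare the species at these elements. For H3K4me3, the mouse *Thrb* window held 1 peak against a median of 11, with at most as many in 1.91% of windows, and the 13LGS window held 11 against a median of 13. Within 100 kb on each side, mouse *Thrb* had 1 H3K4me3 peak against a median of 3. At most as many were held by 17.3% of windows, so the count was no longer in the lowest 5%. In 13LGS, *Thrb* had no H3K4me3 peak at this distance. Among windows drawn from the gene's own chromosome, an alternative chosen after seeing the data, 98.4% held at least as many H3K27ac peaks as mouse *Rxrg*. Counted by peaks in windows of this size, none of the 10 pairs of gene and target lay in the highest 5% in either species, the count being 0 for both. By bases covered, Neurod1 around 13LGS *Rxrg* did, at 2.61%.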

**Figure 5—figure supplement 1.**
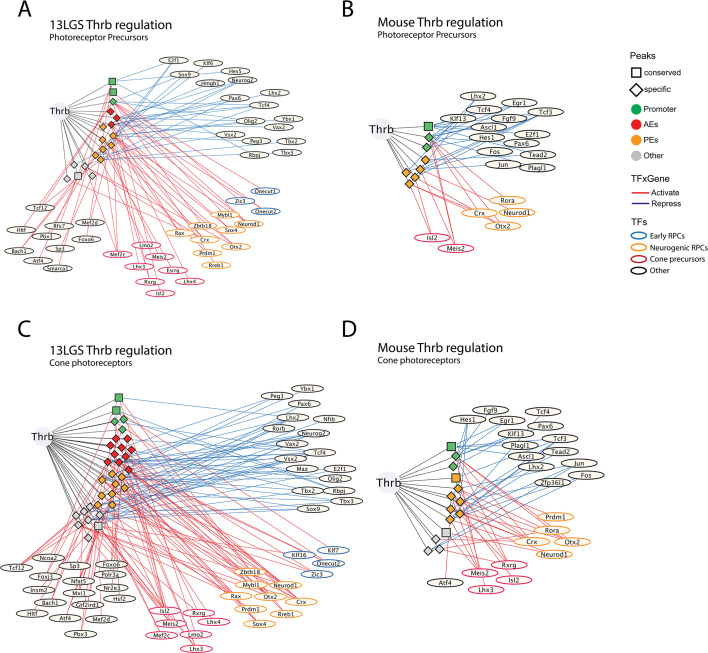
Transcriptional regulatory networks controlling *Thrb* expression are more complex in 13LGS than mouse at all developmental stages. *Thrb* is regulated by more extensive gene regulatory networks in 13LGS than mouse. Gene regulatory networks directing *Thrb* expression in (**A**) 13LGS photoreceptor precursors, (**B**) mouse photoreceptor precursors, (**C**) 13LGS cones, and (**D**) mouse cones.

**Figure 5—figure supplement 2.**
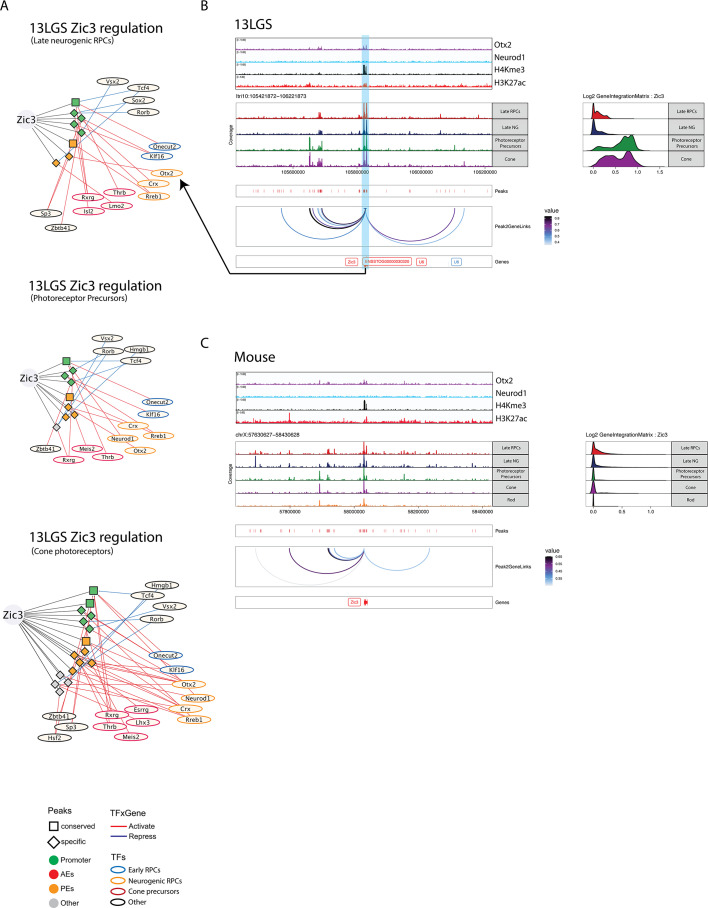
Zic3 is regulated by more extensive gene regulatory networks in 13LGS than mouse at all developmental stages. (**A**) Gene regulatory networks controlling *Zic3* expression in 13LGS late-stage neurogenic RPCs, photoreceptor precursors, and cones. (**B**) Example of Zic3-related regulons and their corresponding scATAC-Seq and CUT&RUN tracks in 13LGS. (**C**) Example of Zic3-related regulons and their corresponding scATAC-Seq and CUT&RUN tracks in mouse.

**Figure 5—figure supplement 3.**
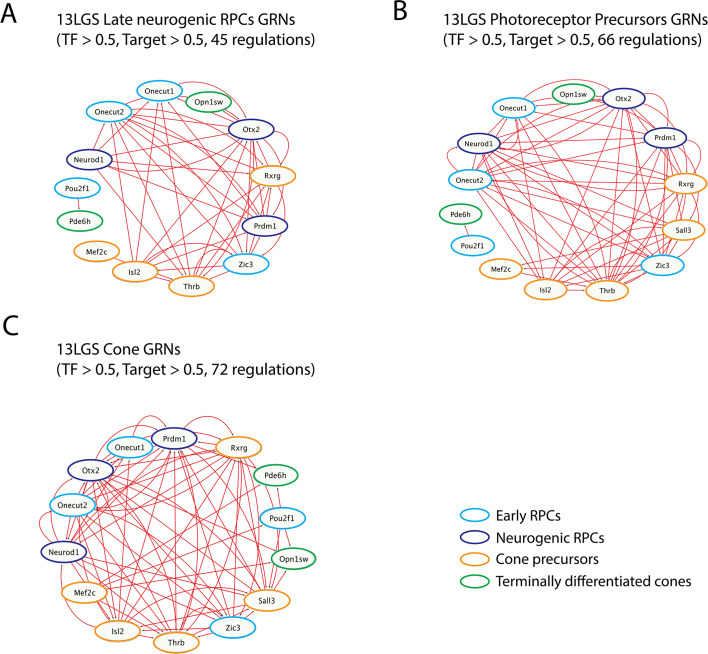
Transcriptional regulatory networks controlling cone-specific gene expression in 13LGS increase in connectivity and complexity as differentiation proceeds. Cell type-specific 13LGS gene regulatory networks with cone-promoting transcription factors (TFs) in (**A**) late-stage neurogenic retinal progenitor cells (late N. RPCs), (**B**) photoreceptor precursors, and (**C**) cones.

We examined the regulatory elements of genes that exhibited specifically elevated expression in late-stage progenitors and photoreceptor precursors of 13LGS, which were identified in clusters C2 and C3 of the analysis described in Figure 2D. 

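Accessible elements of *Mef2c*, *Rxrg*, and *Thrb*, which belong to clusters C2 and C3, were taken from Supplementary file 9, with 134 elements in 13LGS and 32 in mouse. The choice of these 3 genes was made after the data had been seen. An H3K27ac peak overlapped 54 of the 13LGS elements and 3 of the mouse elements. The shares were 40.3% (95% Wilson interval 32.4 to 48.8) and 9.38% (3.24 to 24.2), a difference of 30.9 percentage points (two-sided Fisher's exact test, p = 0.000729, Benjamini-Hochberg adjusted over 5 targets 0.00365). H3K4me1 overlapped more elements in 13LGS in number, 82 against 24, but a smaller share of them, 61.2% against 75.0% (Fisher's exact test, adjusted p = 0.198). For Otx2 the share was lower in 13LGS, 16.4% against 37.5% (Fisher's exact test, adjusted p = 0.0337), and for Neurod1 the shares were 8.96% and 6.25% (Fisher's exact test, adjusted p = 1). The Otx2 difference is fragile: it was not past the 0.05 threshold in the larger set of elements analysed first, nor under 3 of the 4 alternatives set before the data were examined, for instance with equal numbers of peaks (Fisher's exact test, adjusted p = 0.131).

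Neighbouring elements share peaks, so the elements are not independent: the 54 13LGS elements with H3K27ac rest on 36 peaks and the 3 mouse elements on 2. With elements within 1 kb of each other counted once, an alternative chosen after seeing the data, H3K27ac overlapped 28 of 77 elements in 13LGS and 2 of 26 in mouse (Fisher's exact test, adjusted p = 0.0273). This too was not past the threshold in the larger set. The result also rests on *Thrb*. Without its elements, likewise chosen after seeing the data, the shares were 39.2% and 17.6% (Fisher's exact test, adjusted p = 0.325). Under the 4 alternatives set before the data were examined, the adjusted p for H3K27ac lay between 0.00953 and 0.0716, and only with peaks of −log10 q of at least 5, where the difference was 19.1 percentage points, was it not past the threshold. The 13LGS H3K27ac list comes from 1 library and the mouse list from 2.

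**Figure D1:**
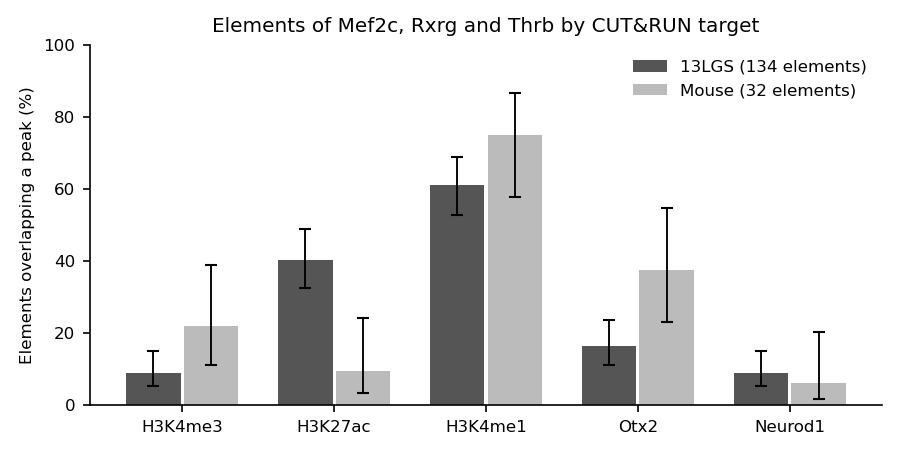
Share of the elements of the 3 genes that overlap a CUT&RUN peak of each target (%), in 13LGS (dark bars, 134 elements) and mouse (light bars, 32 elements); error bars are 95% Wilson intervals, which cover counting error only. The H3K27ac intervals of the species do not overlap.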

Integration of scATAC-Seq and CUT&RUN data showed that 13LGS consistently harbors both greater numbers of accessible chromatin regions associated with markers of both active (H3K27Ac-positive) enhancers and poised (H3K4me1-positive) enhancers for these genes. However, most of these elements mapped to sequences that were not shared between 13LGS and mouse, with intergenic enhancers exhibiting particularly low levels of conservation (Figure 5B). In contrast, H3K4me3-positive promoter elements were relatively well-conserved and were found in similar numbers in both species (Figure 5B).

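Among the elements of *Mef2c*, *Rxrg*, and *Thrb* in Supplementary file 9, an H3K4me3 peak overlapped 12 of those in 13LGS and 7 of those in mouse, from 6 and 2 distinct peaks. The shares were 8.96% and 21.9% of the elements of each species (two-sided Fisher's exact test, adjusted p = 0.0986). Counting neighbouring elements within 1 kb once, which was chosen after seeing the data, left 7 of 77 elements in 13LGS and 2 of 26 in mouse, and the direction of the difference in share reversed, to 1.40 percentage points (Fisher's exact test, adjusted p = 1). By gene, the 13LGS promoter elements numbered 2 for *Mef2c*, 4 for *Rxrg*, and 6 for *Thrb*. In mouse they numbered 3 for *Rxrg* and 4 for *Thrb*, with none for *Mef2c*. Of these promoter elements, 9 in 13LGS and 1 in mouse also overlapped an H3K27ac peak (two-sided Fisher's exact test, p = 0.0198, not adjusted). Because the elements rest on only 6 and 2 H3K4me3 peaks, they are not independent, and no conclusion is drawn from this p-value. Across all H3K4me3 peaks, 40.3% in 13LGS and 29.0% in mouse overlapped an H3K27ac peak.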

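Across the genome, Otx2 and Neurod1 peaks were compared with histone peaks sorted by the marks of the paper's classification into promoters (H3K4me3), active enhancers (H3K27ac without H3K4me3) and poised enhancers (H3K4me1 without either). All histone peaks were used, without the paper's requirements of accessibility, a link to a gene and an average signal above 2.5. The number of overlapping peaks was set against 1000 circular shifts of the TF peaks along each chromosome. Every enrichment had a two-sided permutation p of 0.002, the smallest that the shifts can give. Promoters held 45.4% of the Otx2 peaks in 13LGS and 43.3% in mouse, a log2 fold of 4.99 and 5.11 over the mean of the shifts. For active enhancers the shares were 31.8% and 22.5%, with log2 folds of 2.83 and 2.89. For poised enhancers they were 12.3% and 23.5%, with log2 folds of 1.51 and 2.00. Neurod1 overlapped active enhancers with 51.0% of its peaks in 13LGS and 39.5% in mouse, at log2 folds of 3.62 and 3.87. Its log2 folds were 3.67 and 4.43 at promoters and 1.49 and 2.18 at poised enhancers. Otx2 peaks overlapped 62.5% of the Neurod1 peaks in 13LGS and 82.1% in mouse, at log2 folds of 5.46 and 5.84.

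The background decides part of this result. The TF peaks were instead placed at random within the union of the histone peaks, after those outside it had been left out. This kept 26126 of 27993 Otx2 peaks in 13LGS and 27019 of 29115 in mouse. For Neurod1 it kept 3926 of 4658 and 4481 of 4744, a smaller share in 13LGS. Otx2 peaks at active enhancers were then below chance in both species (log2 fold −0.19 in 13LGS and −0.14 in mouse). At poised enhancers, Otx2 fell to −1.20 and −0.80 and Neurod1 to −1.21 and −0.79. Neurod1 at active enhancers stayed above chance, at 0.69 and 0.73, and Otx2 at promoters at 1.89 and 1.81. Conservation between the species was not analysed here.

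**Figure D2:**
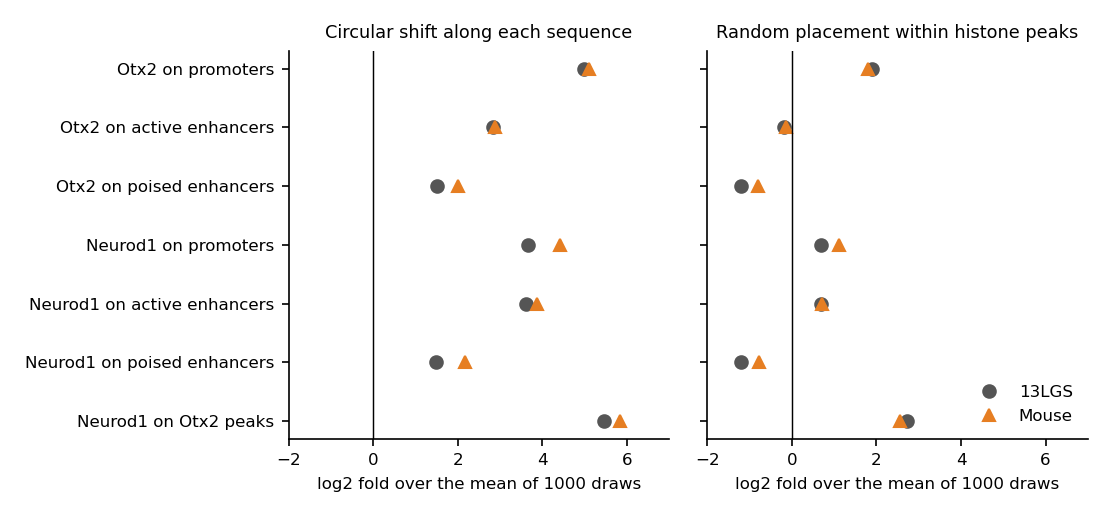
Enrichment of Otx2 and Neurod1 peaks at histone peak classes and of Neurod1 at Otx2 peaks, as the log2 fold over the mean of 1000 draws, for circular shifts (left) and random placement within histone peaks (right). Circles are 13LGS, triangles are mouse, and 0 is chance; all values are above 0 on the left and 6 are below 0 on the right.

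The Otx2 motif TAATCC and the Neurod1 motif CAGATG were searched on both strands of GRCm38 around the mouse summits. TAATCC lay within 50 bp of 2.45% of the Otx2 summits, 713 in number, and in 6.65% of windows of the same length 200 bp away, a difference of −4.20 percentage points (two-sided Fisher's exact test, p = 4.86e-135). CAGATG lay within 50 bp of 9.53% of the Neurod1 summits and in 18.4% of the windows 200 bp away (two-sided Fisher's exact test, p = 6.91e-36). Both motifs were thus rarer at the summit than beside it. Each summit window and its window 200 bp away belong to the same peak, and Fisher's test ignores this pairing, so its p-values are only descriptive. The window 200 bp away lies on the side of higher positions only. The counts by distance, made after this was seen, were highest 100 to 150 bp from the summit, at 3.05 times the frequency 450 to 500 bp away for TAATCC and 4.01 times for CAGATG. Motifs in 13LGS were not analysed here.

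**Figure D3:**
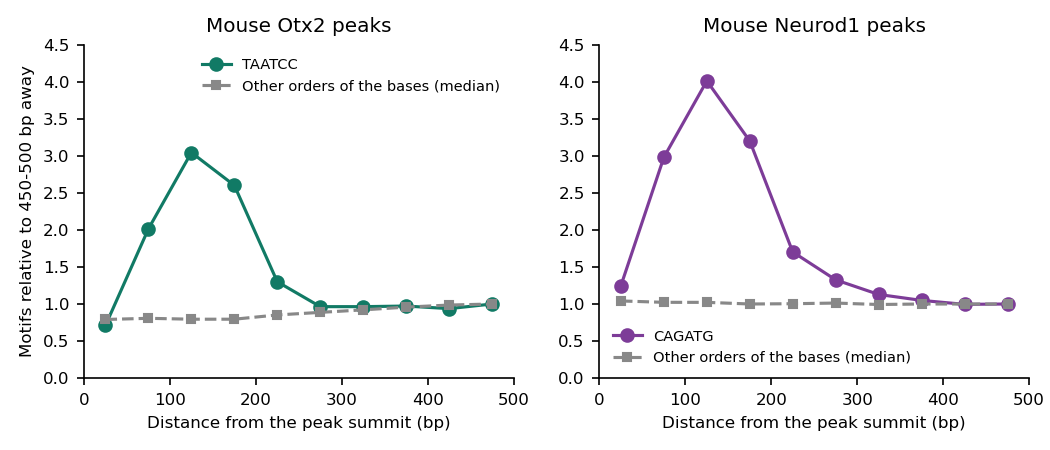
Frequency of TAATCC around mouse Otx2 summits (left) and of CAGATG around mouse Neurod1 summits (right) by distance in bp, relative to the frequency 450 to 500 bp away. Coloured circles are the motif and grey squares the median over the other orders of the same bases; the motif curves rise above the grey squares beside the summit.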

Though conserved and species-specific enhancers showed enrichment for binding sites for the broad photoreceptor precursor TFs Otx2 and Neurod1 profiled by CUT&RUN, TFs known to regulate cone differentiation—including *Mef2c*, *Rxrg*, *Thrb*, and *Zic3*—demonstrated far greater motif enrichment in active regulatory elements in 13LGS than in mice, though few of these elements mapped to sequences that were shared between 13LGS and mouse (Figure 5C, D, Supplementary file 10).

Enhancer elements associated with cone-specific genes in 13LGS are predicted to be directly targeted by a considerably greater number of TFs in late-stage neurogenic RPCs than in mice, as might be expected, given the higher expression levels of these genes. This is particularly evident in enhancers associated with *Thrb* in both species, which are shown to be directly targeted by Otx2 (Figure 5E, F). 

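*Thrb* has 55 elements in 13LGS and 15 in mouse in Supplementary file 9. Otx2 peaks overlapped 10 of the 13LGS elements, comprising 4 active enhancers, 4 poised enhancers and 2 promoter elements by the authors' class. The 3 *Thrb* elements of the poised class that overlap an H3K27ac peak are all among these 4. Neighbouring elements share Otx2 peaks, so the 10 elements are not separate sites. In mouse, Otx2 peaks overlapped 7 elements, of which 4 were promoter elements and 3 poised enhancers, and the mouse gene had no element of the active enhancer class. The mouse poised enhancers with Otx2 lie on chromosome 14 at 17431717 to 17432217, 17605996 to 17606496, and 17972083 to 17972583, with Otx2 fold enrichments of 4.01, 3.65, and 2.88. An Otx2 motif lies in the first of these peaks 143 bp from the summit and in the second 39 bp from it, and the third has none. Neurod1 overlapped 2 of the *Thrb* elements in 13LGS and none in mouse. By the GENCODE annotation, 5 of the 15 mouse elements overlap *Thrb* but no annotated exon, 2 lie on an exon or UTR and 8 outside the gene. Of the 5, the element at 17660020 to 17660520 spans the start of the gene and so does not lie within an intron.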

While the *Thrb* promoter is both accessible and bound by Otx2 in mouse photoreceptor precursors, it is predicted to be targeted by significantly fewer TFs compared to the active elements in 13LGS (Figure 5E, F). 

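Mouse *Thrb* (ENSMUSG00000021779) lies on chromosome 14 of GRCm38 from 17660261 to 18038090 on the plus strand. The 4 TSS elements span 17659499 to 17661748 and were all covered by an H3K4me3 peak of 14.3-fold enrichment over IgG, but by no H3K27ac peak. An Otx2 peak from 17659730 to 17661554 overlapped all 4, with a fold enrichment of 7.29 and a −log10 q of 45.9. Its summit, at 17661049, lies in a *Thrb* intron. The nearest TAATCC motif starts at 17660914 on the minus strand, 135 bp from the summit, and the reference sequence from 17660894 to 17660939 is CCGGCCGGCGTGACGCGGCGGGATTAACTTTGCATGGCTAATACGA. No Neurod1 peak overlapped these elements. The number of TFs predicted to target the promoter comes from the single-cell data and was not analysed here.

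**Figure D4:**
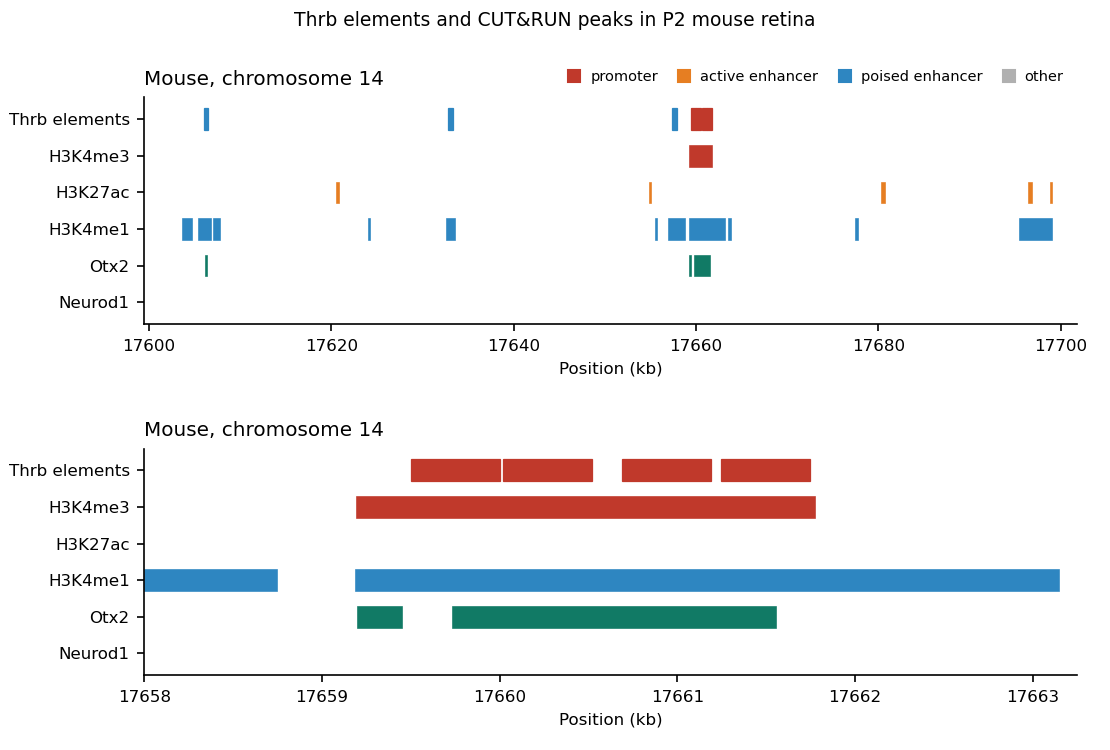
*Thrb* elements from Supplementary file 9, coloured by the authors' class, above the CUT&RUN peaks of the 5 targets around the *Thrb* promoter in P2 mouse retina, by position on chromosome 14 in kb (top), and the 4 TSS elements enlarged (bottom). H3K4me3, H3K4me1 and Otx2 peaks cover the TSS elements, and no H3K27ac or Neurod1 peak does.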

In 13LGS, we identified a pair of species-specific enhancers that are active in late-stage neurogenic RPCs, photoreceptor precursors, and mature cones. These enhancers are predicted to be directly targeted by a combination of factors, including those broadly expressed in developing rods and cones (Otx2, Crx, Neurod1, and Prdm1); cone-promoting factors that are restricted to early-stage RPCs in mice (Zic3, Onecut2, and Pou2f1); and by TFs that selectively promote cone precursor differentiation (Rxrg and Mef2c). 

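The CUT&RUN peaks at the 13LGS *Thrb* elements on Itri2 show which elements overlap H3K27ac and the profiled TFs in P5 retina. The text gives no positions for the enhancer pair, so the elements are listed by their peaks. A pair of neighbouring intergenic active enhancers at 182607001 to 182607501 and 182607507 to 182608007 had H3K27ac fold enrichments of 3.22 and 4.69 over IgG and shared an Otx2 peak of 5.66-fold. That Otx2 peak, from 182607476 to 182608123, does not reach the first H3K27ac peak, which ends at 182607296. It overlaps the second H3K27ac peak only at its edge, from 182607953. In the gene body, 6 elements lie between 182650827 and 182655047 under an H3K4me1 peak of 11.2-fold. The first 3 of them overlapped an Otx2 peak of 9.00-fold, and those at 182651468 to 182651968 and 182652052 to 182652552 also overlapped a Neurod1 peak of 10.8-fold and H3K27ac of 5.57-fold. The element at 182651468 is a poised enhancer in the authors' classification and the others are active enhancers. H3K4me3 covered body elements between 182671455 and 182677062, at up to 14.3-fold, whereas the TSS elements at 182846841 to 182848136 overlapped H3K4me1 only. 

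**Figure D5:**
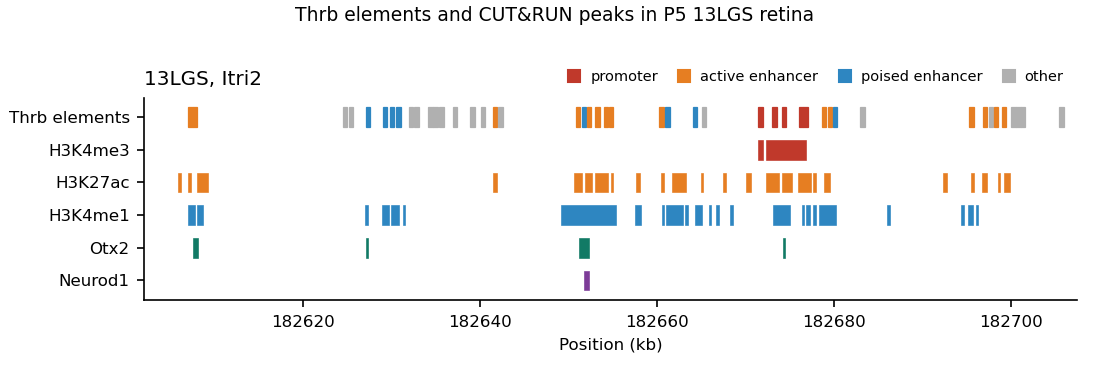
*Thrb* elements from Supplementary file 9, coloured by the authors' class, above the CUT&RUN peaks of the 5 targets in P5 13LGS retina, by position on Itri2 in kb, over the stretch that holds all active enhancers of the gene. Otx2 peaks overlap H3K27ac and H3K4me1 in the gene body, where the Neurod1 peak lies. At the pair on the left, the Otx2 peak overlaps H3K4me1 but only the edge of the second H3K27ac peak, and it does not reach the first.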

The GRNs driving cone specification in 13LGS become progressively more stable over time, as additional TFs are recruited and multiple layers of positive regulation are incorporated (Figure 5—figure supplement 1A-D; Figure 5—figure supplement 2A-C; Figure 5—figure supplement 3A-C).

We conclude that the development of the cone-dominant retina in 13LGS is driven by novel *cis*-regulatory elements that promote heterochronic expression of cone-promoting and rod-inhibiting TFs that are restricted to either early-stage RPCs or postmitotic cone photoreceptor precursors in mice. These *cis*-regulatory elements are activated by a combination of these factors themselves, in conjunction with TFs such as Otx2 and Neurod1, that are expressed in both developing rods and cones. 

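Over *Mef2c*, *Rxrg*, and *Thrb* together, Otx2 peaks overlapped 22 of the 90 13LGS elements classed as promoters, active enhancers or poised enhancers and none of the 44 others (24.4% against 0%). In mouse they overlapped 12 of 24 classed elements and none of the 8 others (50.0% against 0%). The classes alone make a count near 0 likely in the others, which with few exceptions overlap no histone peak: of all Otx2 peaks, 6.67% in 13LGS and 7.20% in mouse lie outside every histone peak. The difference can therefore not be taken as specific to these genes or as evidence of activation by Otx2. Neighbouring elements share peaks: the Otx2 overlaps rest on 15 distinct peaks in 13LGS and 7 in mouse, and the Neurod1 overlaps on 7 and 1. Of the 35 active enhancers in 13LGS, 10 overlapped Otx2, 8 overlapped Neurod1 and 7 overlapped both. The mouse elements hold 2 active enhancers, and both overlapped both factors. They are neighbouring *Rxrg* elements at 167438165 to 167439204 on chromosome 1, under an Otx2 peak of 10.3-fold and a Neurod1 peak of 4.92-fold. The 13LGS *Rxrg* elements at 101847521 to 101848590 on Itri9 overlapped Otx2 at 5.52-fold, Neurod1 at 9.69-fold and H3K27ac at 6.70-fold. The paper states that the cone-promoting factors themselves activate such elements, together with TFs such as Otx2 and Neurod1.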

The sustained expression of these factors is maintained by an intricate and progressively expanding network of cross-activating regulatory interactions (Figure 5G).

## Discussion

This study represents the first comprehensive molecular analysis of GRNs that control the development of a cone-dominant retina derived from a rod-dominant ancestral state (Gerkema et al., 2013; Walls, 1942). Using integrated scRNA- and scATAC-Seq analyses, we systematically examined developmental changes in gene expression and regulation in the cone-dominant 13-lined ground squirrel (13LGS) retina and directly compared these findings to stage-matched data from the rod-dominant mouse. Though BrdU/EdU labeling would be required to unambiguously demonstrate species-specific differences in birthdating, our findings strongly indicate that 13LGS exhibit a selective expansion of the temporal window of cone generation, extending into late stages of neurogenesis. This is mediated by the heterochronic expression of a subset of TFs in late-stage progenitors that both promote cone and repress rod specification. In addition to previously characterized cone-promoting and rod-inhibiting factors such as *Onecut2* and *Pou2f1*, we identified *Zic3*, which is selectively expressed in early-stage RPCs in mice, as also contributing to cone specification. Late-stage 13LGS RPCs also exhibit precocious expression of TFs such as *Thrb*, *Rxrg*, and *Sall3*, which in mice function post-mitotically to promote cone differentiation, and in many cases also act in parallel to inhibit rod differentiation (Swaroop et al., 2010; de Melo et al., 2011).

Transcription of these genes in late-stage RPCs is controlled by 13LGS-specific enhancer elements, which are directly targeted by TFs that are broadly expressed in both early- and late-stage RPCs, such as Otx2, as well as by heterochronically and precociously expressed cone-promoting TFs through a dynamic process of positive feedback and cross-activation. The GRN governing cone specification becomes progressively more complex, incorporating additional TFs over time. These factors include genes expressed in both rod and cone precursors, such as Neurod1 and Prdm1; genes known to promote cone precursor differentiation, such as Sall3; and previously uncharacterized regulators such as Mef2c, which we show can both activate cone-specific genes and repress rod-specific genes.

The evolution of novel morphological features, such as bat wings or the elongated legs of jerboas (Saxena et al., 2022; Cretekos et al., 2008), is often driven by the emergence of lineage-specific *cis*-regulatory elements, which confer novel spatiotemporal patterns of expression to structurally conserved TFs or secreted patterning regulators. 

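In P5 13LGS retina, H3K27ac peaks overlapped 30 of the 74 *Rxrg* elements and 23 of the 55 *Thrb* elements, similar shares of 40.5% and 41.8%, and 1 of the 5 *Mef2c* elements. In P2 mouse retina they overlapped 3 of the 15 *Rxrg* elements and no element of *Thrb* or *Mef2c*. The mouse *Thrb* gene nevertheless held 37 H3K27ac peaks along its length, none of which overlapped an element linked to it in Supplementary file 9. *Mef2c* has 5 elements in 13LGS and 2 in mouse, too few for a comparison. By the authors' class, the active enhancers in 13LGS belong to *Rxrg* (20) and *Thrb* (15), and those in mouse to *Rxrg* (2).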

Based on our bioinformatic analysis, the cone-dominant 13LGS retina follows this paradigm, in which species-specific enhancer elements, identified by the overlap of species-specific H3K27Ac peaks and cell type-specific chromatin accessibility, are used to drive both the ectopic heterochronic expression of TFs that regulate neural progenitor temporal identity and precocious expression in retinal progenitors of TFs that normally act to promote cone differentiation in postmitotic precursor cells. These, in turn, promote cone and repress rod photoreceptor specification. The highly interconnected nature of the GRN controlling 13LGS cone specification should make it robust, limiting the impact of the loss of any single enhancer element on cone production. Similarly, the GRN’s highly derived nature, with TF-binding combinations not seen in rod-dominant retinas, means that enhancers that are functional in the 13LGS cannot necessarily be expected to behave similarly in mice. In all vertebrates examined to date, including 13LGS, separate and mutually cross-repressive GRNs specify early- and late-stage temporal identity in retinal progenitors (Clark et al., 2019; Cepko, 2014; Lyu et al., 2021). In mice, cone generation occurs only in progenitors in which the early-stage network is active (Emerson et al., 2013; Javed et al., 2020; Lonfat et al., 2021), whereas in 13LGS, multiple TFs from the early-stage network persist in late-stage RPCs.

This raises the question of whether similar heterochronic shifts in key temporal identity regulators may underlie other cases of rapid evolutionary changes in the rod–cone ratio. Examples in mammals include the development of the cone-dominant retina in primate-like tree shrews and the formation of the rod-free foveola in the primate fovea (Müller and Peichl, 1989; Yuodelis and Hendrickson, 1986). However, rapid changes in the rod-cone ratio are observed across vertebrate classes (Peichl, 2005; Lamb, 2013). Significant differences in the relative abundance of other retinal cell types are also observed among species, often correlated with temporal niche adaptation (Hahn et al., 2023). Moreover, shifts in the relative ratios of neuronal subtypes in the central nervous system can underlie species-specific behavioral, cognitive, and sensory processes between closely related vertebrate species (Fernald, 2012; Yang et al., 1996; Jacobs and Spencer, 1994; Young and Wang, 2004; Wada et al., 2006; Chen et al., 2025). These variations may also stem from species-specific heterochronic expression of TFs that control temporal identity in the developing brain.

By performing an unbiased and comprehensive analysis of GRNs that are selectively active in late-stage RPCs of 13LGS, we have identified numerous previously uncharacterized factors that are strong candidates for promoting cone specification. In line with previous studies of *Onecut1* and *Pou2f1* (Emerson et al., 2013; Javed et al., 2020), we find that these factors each activate expression of a subset of cone-specific genes while broadly and potently repress expression of rod-specific genes. Working in mice, we demonstrate that *Zic3* and *Mef2c* behave similarly, activating expression of partially overlapping sets of cone-specific genes and strongly repressing rod differentiation. Indeed, overexpression of *Mef2c* increased the number of both neurogenic RPCs and immature photoreceptor precursors, suggesting that rod differentiation was delayed. Many additional candidates, such as *Hivep2* or *Isl2*, remain to be tested and are likely to serve similar functions. Our analysis suggests that GRNs controlling cone specification are highly redundant, with TFs acting in complex, redundant, and potentially synergistic combinations. This is further supported by our findings on the synergistic effects of combined overexpression of *ZIC3* and *POU21* increasing both the number of DEGs and their level of change in expression relative to the modest changes seen with overexpression of either gene alone (Figure 3) and the relatively mild or undetectable phenotypes observed following loss of function of *Zic3* and *Mef2c* (Figure 3, Figure 4—figure supplement 2), as well as other cone-promoting factors such as *Onecut1* and *Pou2f1* (Emerson et al., 2013; Javed et al., 2020).

These findings have potentially significant clinical implications, as the loss of cone photoreceptors is the primary trigger for irreversible blindness in hereditary diseases such as retinitis pigmentosa and age-related macular degeneration. Effective strategies for driving cone specification and differentiation are essential for developing cell-based therapies to replace photoreceptors lost to degenerative disease, and the findings of comparative studies like ours can help identify these mechanisms.

## Methods

### Mouse retinal development scRNA- and scATAC-Seq analysis

Raw data and metadata for the mouse scRNA- and scATAC-Seq datasets (Lyu et al., 2021; Clark et al., 2019) were downloaded from the Gene Expression Omnibus (accession numbers GSE118614 and GSE181251) and analyzed following the Seurat SCT and Signac workflows (Hao et al., 2021; Hafemeister and Satija, 2019; Stuart et al., 2021). Cell type classifications and ages were taken from the downloaded metadata.

### Sample collection

The use of animals for these studies was conducted using protocols approved by the Johns Hopkins Animal Care and Use Committee, the UW Oshkosh Animal Care and Use Committee, and the Northwestern University Animal Care and Use Committee, in compliance with ARRIVE guidelines and the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research, and were performed in accordance with relevant guidelines and regulations.

Timed pregnant CD1 mice were ordered from Charles River Laboratories for the postnatal retinal explant plasmid overexpression analysis. A pair of *Zic3*^+/lox^ (Jiang et al., 2013) (JAX stock #023162) female mice and a pair of *Mef2c*^+/lox^ mice (Vong et al., 2005) (JAX stock #025556) were ordered from the Jackson Laboratory and outbred to *Chx10Cre-GFP* CD1 mice (Rowan and Cepko, 2004). The progeny were bred to produce the *Zic3*^lox/lox^ (or *Zic3*^lox/Y^); *Chx10Cre-GFP^+/−^*, *Zic3*^+/+^ (or *Zic3*^+/Y^); *Chx10Cre-GFP^+/wt^*, *Mef2c*^lox/lox^; *Chx10Cre-GFP*^+wt^, and *Mef2c*^lox/lox^ used in this study. Pups were grown until postnatal day 14 before retinal samples were taken. Mice were euthanized by cervical dislocation.

Embryonic 13-lined ground squirrel (13LGS) retinal samples were collected from timed pregnant captive dams, and embryonic day was confirmed by comparison with mouse Theiler stages. Postnatal 13LGS retinal samples were collected from captive-bred litters with day of birth set as Postnatal Day 0. 13LGS were euthanized by decapitation.

### Sample preservation

Mouse retinas and retinal explants used for immunostaining were fixed in freshly prepared 4% paraformaldehyde in PBS at 4°C for 1 hr (ZIC3) or 2 hr (MEF2C), then briefly washed with PBS for 5 min. After the wash, the explants or retinas were transferred to 30% sucrose in PBS at 4°C overnight. The dehydrated samples were then embedded in VWR Clear Frozen Section Compound, frozen on dry ice, then stored at –80°C.

For single-cell analysis, 13LGS retinas were dissected and either methanol-fixed or flash-frozen as previously shown (Weir et al., 2021). Samples were shipped to Johns Hopkins on dry ice and stored at –80°C.

For IHC and RNA-HCR experiments, postnatal 13LGS whole eye cups were fixed in 4% paraformaldehyde (PFA; 157-8, Electron Microscopy Sciences, USA) made in 1X phosphate buffered saline (PBS) after the removal of lens, cornea, and vitreous humor and processed as previously (Kandoi et al., 2022; Yu et al., 2024). PFA-fixed eye cups were washed three times with 1X PBS at 15 min intervals each, followed by rehydration with 15% and 30% sucrose (S1888-5KG, Sigma Life Science, USA) solutions (made in 1X PBS) until the eyecups had sunk to the bottom of the tube. The whole cups were then equilibrated, embedded, and frozen on dry ice in a sucrose:OCT (4583, Sakura Finetek, Torrance, CA) mixture (2:1) and stored at –80°C.

For CUT&RUN experiments, retinas were dissected out from postnatal 13LGS after the removal of lens, cornea, and vitreous humor. Dissected retinas were immediately flash frozen using liquid nitrogen and shipped to Johns Hopkins University using dry ice and stored at –80°C.

### Retinal explant culture

Retinas were dissected from CD1 mice at postnatal day 0 in warm PBS, then transferred to a microelectroporation chamber. The retinas were electroporated with plasmid solution at 30 V of 50-ms duration with 950-ms intervals (Matsuda and Cepko, 2008) using either a pCAGIG plasmid that expresses IRES-GFP (Matsuda and Cepko, 2004; Onishi et al., 2009) or a test plasmid that expresses the gene of interest as a bicistronic transcript together with IRES-GFP (Matsuda and Cepko, 2004). Full-length coding sequences of genes of interest were derivatized into pCAGIG-GW-IRES-GFP (Venkataraman et al., 2018), which includes a Gateway Destination Cassette immediately 5′ of IRES sequence. The coding sequences for the Gateway Entry Clones that were derivatized into overexpressed in GW-IRES-GFP constructs correspond to the following accession numbers: human *ZIC3*, NM_003413; human *MEF2C*, XM_011509654; mouse *Onecut1*, NM_008262; human *POU2F1*, NM_002397.

Following harvesting, retinas were flattened by a series of radial cuts and mounted on 0.2 μm Nucleopore Track-Etch membranes on culture media (2 ml DMEM F12, 10% FBS with 0.1% streptomycin/puromycin) in 12-well plates (Tabata et al., 2004). In experiments that included a condition where two genes of interest were overexpressed in the same retinal explants, the concentration of plasmids was kept consistent across conditions by supplementing with empty plasmids. For instance, empty condition: 100% control plasmid, condition A: 50% gene A plasmid and 50% control plasmid, condition B: 50% gene A plasmid and 50% control plasmid, and combined condition: 50% gene A plasmid and 50% gene B plasmid.

Explants were incubated at 37°C, 5% CO_2_ with the media changed every 72 hr. Two-thirds of the old media (1/2 old media in *MEF2C* overexpression) in each well was replaced by slowly adding new media to the well’s wall, avoiding disturbing the membranes. The explants are harvested at P5 (*ZIC3*) or P8 (*MEF2C*) for single-cell RNA sequencing and P8 (*MEF2C*) for immunostaining.

### Retinal sectioning

Mouse embedded samples were sectioned with Leica 3050S cryostat at a thickness of 16 μm and collected on clean Superfrost Plus slides (48311-703, VWR, Radnor, PA). Sections were then stored at –20°C. For postnatal 13LGS, 8–10 μm thick sections were collected and stored at –80°C until use for histological assessments.

### Fluorescence-activated cell sorting and multiplexing

Dissociated single cells from electroporated retinal explants were sorted based on GFP expression on a Sony SH800S cell sorter. GFP+ cells from each condition were labeled and pooled into a single-cell suspension according to the 10x Cell Multiplexing Oligo Labeling for Single Cell RNA Sequencing Protocols with Feature Barcode technology protocol (Rev B) prior to GEM generation and library prep.

### Single-cell library preparation

Retina and explants were dissociated, methanol-fixed cells rehydrated, and nuclei isolated from flash-frozen samples as previously described (Weir et al., 2021). GEM generation and library preparation for scRNA-Seq were completed according to the 10x3ʹ v3.1 user guide (Rev D) using the Chromium Next GEM Single Cell 3ʹ Kit v3.1 and Dual Index Kit TT Set A and for Cellplex samples according to the 10x Next GEM Single Cell 3ʹ Reagent Kits v3.1 (Dual Index) with Feature Barcode technology for Cell Multiplexing (Rev A) using the 3ʹ CellPlex Kit Set A and Dual Index Kit NN Set A. Transposition, GEM generation, and library preparation for scATAC-Seq were completed according to the 10x ATAC v1.1 user guide (Rev D) using the Chromium Next GEM Single Cell ATAC Reagent Kits v1.1 and Single Index Kit N, Set A. Quality control and sequencing were performed by the Johns Hopkins Transcriptomics and Deep Sequencing Core.

### ScRNA- and scATAC-Seq analysis

Sequencing results for 13LGS and mouse scRNA-Seq were processed through the 10x CellRanger pipeline (version 3.1.0), using the 13LGS genome GCF_016881025.1_HiC_Itri_2 (Fu et al., 2020), and the output loaded into Seurat (version 4.0.4). Cells from Cellplex-labeled libraries were deconvoluted using the CellRanger multi pipeline (version 6.0). ScRNA-Seq Seurat objects were analyzed following the Seurat SCT workflow (Hao et al., 2021; Hafemeister and Satija, 2019). Cell type was determined cluster by cluster based on marker gene expression derived from the Seurat function ‘FindAllMarkers’ using default parameters. Differential gene expression between Cone-like Precursors and Rods was identified using the Seurat function ‘FindMarkers’. ScRNA-Seq samples were aggregated using the CellRanger aggr pipeline (version 3.1.0).

Sequencing results for 13LGS scATAC-Seq data were processed through the 10x CellRanger ATAC pipeline (version 1.2.0) and the output loaded into Signac (version 1.4.0) and analyzed according to the Signac workflow. Cell type was determined cluster by cluster based on marker gene expression derived from the Seurat function ‘FindAllMarkers’ using default parameters and based on transfer learning from the scRNA-Seq samples following the Signac workflow using default parameters. ScATAC-Seq samples were integrated as described (Lyu et al., 2021).

### Immunostaining and visualization

Mouse retinal sections were stained with rabbit anti-Arr3 polyclonal IgG (Millipore, No. AB15282, 1:200) or rabbit anti-Gnat2 polyclonal IgG (Invitrogen, PA5-119558, 1:200); chicken anti-GFP polyclonal IgY (Invitrogen, A10262, 1:400); and mouse anti-Nr2e3 monoclonal IgG (R&D Systems, PP-H7223-00, 1:200), goat anti-Nrl polyclonal IgG (R&D Systems, AF2945, 1:200), goat anti-Otx2 polyclonal IgG (R&D Systems, AF1979, 1:400), rabbit anti-Sox9 polyclonal (Millipore, AB5535, 1:400), mouse anti-Tfap2a monoclonal (DSHB, Cat# 3b5, RRID:AB_528084, 1:400), or mouse anti-Lhx1 (DHSB, Cat# 4F2, concentrated) primary antibodies. For the secondary staining, CF633 donkey anti-rabbit IgG polyclonal (Sigma, 1:500); Alexa Fluor 488 goat anti-chicken IgY polyclonal (Invitrogen, 1:500), and Alexa Fluor TM 568 donkey anti-mouse IgG polyclonal (Invitrogen, 1:500) secondary antibodies were used. DAPI was used to counterstain nuclei (1:5000). Stained sections were imaged with a Zeiss AxioObserver with LSM700 confocal module at 20X resolution within a fixed scanning area of 319.87 nm^2^. Z-stack images were taken for the stained sections, and cell counting was performed blinded on Z-projections.

For 13LGS IHC experiments, retinal sections were thawed, rehydrated three times with 1X PBS at 15-min intervals, and stained via IHC for identification of retinal cell types. For IHC, sections were permeabilized for 15 min at room temperature with 0.1% Triton X-100 (0694-1L, VWR Life Science, USA) made in 10% normal donkey serum in 1X PBS (NDS, S30-100ML, EMD Millipore Corp, USA). The sections were then blocked for 1 hr at room temperature using 10% normal donkey serum and incubated at 4°C overnight with primary antibodies diluted in 10% normal donkey serum. Primary antibodies utilized for staining 13LGS sections included goat anti-Otx2 polyclonal IgG (R&D Systems, BAF1979, 1:400) and rabbit anti-Mef2c polyclonal (Atlas Antibodies, HPA005533, 1:50). Next day, primary antibodies were removed, sections were washed three times in 1X PBS at room temperature with 15 min interval each and fluorescent conjugated secondary antibodies (donkey anti-mouse IgG Alexa Fluor Plus 647, Thermo Fisher Scientific, A-11055, 1:250; donkey anti-rabbit IgG Alexa Fluor 488, Thermo Fisher Scientific, A-21206, 1:250, and donkey anti-goat IgG Alexa Fluor 555, Thermo Fisher Scientific, A-21432, 1:250) diluted in 10% normal donkey serum were applied to sections and incubated in the dark for 1 hr. Cell nuclei were counterstained with DAPI (1 µg/ml, Roche, 10236276001) for 10 min. The slides were then washed three times in 1X PBS at 5 min intervals and coverslipped using Fluoromount G (17984-25, Electron Microscopy Sciences, USA). Images were acquired using ZEN software on LSM700 confocal microscope (Zeiss, Inc) at 63X oil resolution and processed using ImageJ (Schindelin et al., 2012).

### RNA-HCR

The samples were prepared by thawing and dehydrating the 13LGS retinal sections by immersion into a series of ethanol (EtOH) solution—50% EtOH, 70% EtOH, 100% EtOH for 5 min each. The slides were immersed into another fresh 100% EtOH for 5 min and allowed to air dry for 5 min at room temperature. 10 μg/μl of Proteinase K solution (3001-2-60, Zymo Research) was applied on the sections and the slides incubated in a humidified chamber for 10 min at 37°C. The slides were washed by immersion in fresh 1X PBS twice. The slides were dried by blotting the edges on a Kimwipe. The sections were pre-hybridized in a humidified chamber pre-warmed to 37°C for 10 min after adding 200 μl of probe hybridization buffer (240904, HCR Buffer sets, Molecular Instruments). Buffer was removed, and 50–100 μl of DNA probe solutions (1.6 pmol of each probe diluted in probe hybridization buffer) were added to the sections. DNA probes were custom designed using in situ probe generator v0.3.2 at the visual studio code platform for the 13LGS gene targets as shown in Figure 3 (60 oligos/target at 50 pmol per oligos), obtained from IDT, and reconstituted as 1 μM stock in nuclease-free water. Sections with probe solution were covered with coverslip and incubated overnight (~18–24 hr) at 37°C in a humidified chamber. The next day, the slides were immersed in the probe wash buffer at 37°C to float off the coverslip. Excess probes were removed by incubating the slides at 37°C with pre-heated probe wash buffer (240904, HCR Buffer sets, Molecular Instruments) and 5X SSCT solutions (S6639-1L, Sigma-Aldrich): 75% probe wash buffer/25% 5X SSCT for 15 min; 50% probe wash buffer/50% 5X SSCT for 15 min; 25% probe wash buffer/75% 5X SSCT for 15 min; and 100% 5X SSCT for 15 min. The slides were immersed in 5X SSCT for 5 min at room temperature. The slides were dried by blotting the edges on a Kimwipe. The HCR was pre-amplified by adding 200 μl of amplification buffer (240904, HCR Buffer sets, Molecular Instruments) on top of the sections and incubating the slides for 30 min at room temperature. The solution was removed and 50–100 μl of hairpin solution added before incubating overnight (12–18 hr) in a dark humidified chamber at room temperature. Hairpin solution (Fluorophore labeled for 488/546/647) was prepared by heating (95°C for 90 s) and snap-cooling (in a dark drawer at room temperature for 30 min) 2 μl of 3 μM stocks of h1 and h2 hairpins (6 pmol each) to 100 μl of amplification buffer at room temperature. The next day, the slides were immersed in a 5X SSCT buffer at room temperature to float off the coverslip and counterstained with DAPI (1 µg/ml, Roche, 10236276001) for 10 min, in the dark at room temperature. Excessive hairpins were removed by incubating the slides in a 5X SSCT buffer at room temperature thrice: 2X for 30 min and 1X for 5 min. The slides were coverslipped using Fluoromount G (17984-25, Electron Microscopy Sciences, USA). Images were acquired using ZEN software on an LSM700 confocal microscope (Zeiss, Inc) at 63X oil resolution and processed using ImageJ (NIH, USA).

### CUT&RUN library preparation

Nuclei were isolated from snap-frozen P5 13LGS and P2 mouse retinas for use in CUT&RUN analysis. Two biological replicates were assayed for each species, with each 13LGS replicate consisting of a pool of retinas from two individuals, and each mouse replicate consisting of a pool of retinas from 3 individuals. Nuclei were isolated according to the described protocol (Tangeman et al., 2025), using a lysis buffer modified to contain 0.01% Tween-20 and 0.01% Nonidet P40, as well as 1X protease inhibitor cocktail (Roche, 11873580001) in all solutions. Samples were lysed for 5 min in the lysis buffer with gentle trituration throughout, as described. CUT&RUN was performed using the CUTANA ChIC/CUT&RUN Kit (Epicypher, 14-1048). For each reaction, either 500,000 13LGS nuclei or 385,000 mouse nuclei were used. The CUTANA protocol v4.0 protocol was followed with minor modifications. In brief, isolated nuclei were resuspended in CUT&RUN wash buffer and added directly to Concanavalin A beads. Then 0.5 µg of the following antibodies were added to each respective reaction: IgG control (EpiCypher, 13-0042), H3K4me1 (EpiCypher, 13-0057), H3K4me3 (EpiCypher, 13-0041), H3K27ac (EpiCypher, 13-0059), H3K27me3 (EpiCypher, 13-0055), NeuroD1 (Cell Signaling, 62953), Otx2 (R&D Systems, BAF1979), or Otx2 (Atlas Antibodies, HPA000633). H3K9me3 (Abcam, ab8898) was used at 0.41 µg of antibody per reaction. The total CUT&RUN DNA yield, up to 5 ng of total purified DNA, was used for library preparation, using reagents from CUTANA CUT&RUN Library Prep Kit (EpiCypher, 14-1001) or NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB, E7645S). The EpiCypher CUTANA Library Prep Kit User Manual v1.3 was followed and indexing performed using NEBNext Multiplex Oligos for Illumina (NEB, E7395S) or Dual Index Kit TT Set A (10X Genomics, PN-1000215). Final libraries were sequenced at the Novogene sequencing core (Sacramento, CA, USA) on the NovaSeq X Plus (Illumina) to generate paired-end 150 base pair reads.

### CUT&RUN analysis

Sequence reads were trimmed of low-quality bases and adapters using cutadapt v3.5 (Martin, 2011) and Trim Galore v0.6.4_dev (Krueger et al., 2023), using arguments *---paired --length 20 -e 0.1 --illumina -q 20 --stringency 3*. Trimmed reads were aligned to mouse genome GRCm38 and 13LGS genome GCF_016881025.1_HiC_Itri_2 using Bowtie2 (Langmead and Salzberg, 2012) with arguments *-X 1000 --very-sensitive-local --no-mixed --no-discordant --no-dovetail*. Unmapped reads with a MAPQ score of 30 or below were filtered from the analysis with SAMtools v1.12 (Danecek et al., 2021). Aligned reads were deduplicated using UMI-tools (Smith et al., 2017) dedup with parameters -chimeric-pairs="discard" --unpaired-reads="discard" --paired --ignore-umi. Technical replicates were collapsed into single biological replicates using samtools merge. For visualization, normalization was applied using deepTools v3.5.1 (Ramírez et al., 2016) bamCoverage using arguments *--binSize 1 --normalizeUsing RPGC --effectiveGenomeSize 2311060300* (13LGS) or -*-effectiveGenomeSize 2651675564* (mouse). For each protein target, peaks were called jointly across replicates against IgG control using macs2 (Zhang et al., 2008) using arguments *-f BAMPE --keep-dup all -q 0.05 -g 2311060300* (13LGS) or *-g 2651675564* (mouse). For mouse samples, peaks on mitochondrial reads and blacklisted ENCODE regions (Amemiya et al., 2019) were excluded from analysis.

### Integration of 13LGS and mouse late-stage single-cell datasets

To compare cone development between 13LGS and mouse during the late developmental stages, scRNA-Seq datasets spanning different periods (E21–P8 for 13LGS and E18–P5 for mouse) were integrated. First, the raw gene expression matrices from both species were filtered to retain only conserved genes. Next, 13LGS gene identifiers were mapped to their corresponding mouse gene identifiers as shown in Supplementary file 2, and when multiple 13LGS genes corresponded to a single mouse gene, their expression values were summed. The resulting 13LGS and mouse cell-by-gene matrices were directly merged, and the combined raw count matrix was normalized using SCTransform (SCT) before being integrated with Harmony in Seurat. Dimensionality reduction and clustering analyses were then performed on the Harmony dimensions to identify combined cell types (RPCs, N. RPCs, BC/Photoreceptor Precursors, Cones, and Rods). Finally, cell annotations from the scRNA-Seq data were transferred to the scATAC-Seq dataset using the addGeneIntegrationMatrix function in ArchR (version) (Granja et al., 2021). Based on the scATAC-Seq clusters and transferred annotations, the final cell types were manually annotated. For scATAC-Seq datasets, peaks were re-called based on the combined cell types using the addReproduciblePeakSet function in ArchR.

### Identification of differential photoreceptor development genes and their regulatory elements between 13LGS and mouse

To identify DEGs involved in photoreceptor development between the 13LGS and mouse datasets, we utilized the integrated cell-by-gene matrix from the previous integration step. Differential comparisons were performed using the ‘FindMarkers’ function from the Seurat package with the criteria of p-value <1e−6 and average log₂ fold change >0.35. Specifically, the following comparisons were made: 13LGS_RPCs vs. Mouse_RPCs, 13LGS_N. RPCs vs. Mouse_N. RPCs, 13LGS_BC/Photoreceptor Precursors vs. Mouse_BC/Photoreceptor Precursors, 13LGS_Cone vs. Mouse_Cone, and 13LGS_Cone vs. Mouse_Rod. All DEGs from these comparisons were then merged and clustered according to their expression levels across RPCs, N. RPCs, BC/Photoreceptor precursors, cones, and rods in both species using a *k*-means algorithm (*k* = 8). Genes in clusters 2 and 3 were subsequently identified as 13LGS-specific cone-promoting genes.

To identify regulatory elements associated with DEGs, scRNA- and scATAC-Seq datasets were first integrated separately for 13LGS and mouse. Next, using the integrated multi-omics data, cells from RPC, NG, BC/Photoreceptor Precursor, Cone, and rod populations were analyzed to calculate peak-to-gene (PtoG) correlations via the ‘addPeak2GeneLinks’ function in ArchR. For each gene, peaks located within 500 kb that showed a PtoG correlation greater than 0.25 and an FDR below 0.01 were defined as its regulatory elements. Subsequently, the number of regulatory elements per cluster was compared between 13LGS and mouse at the level of conserved gene pairs. For each species, the gene-associated regulatory element counts were normalized by the average number of regulatory elements per gene. Finally, pairwise t-tests were performed to assess the differences in the number of *cis*-regulatory elements across clusters.

### Construction of GRNs

Late-stage cell type-specific GRNs were constructed independently for 13LGS and mouse. To enable a direct comparison between the two networks, we first filtered the cells and genes prior to GRN analysis. For the 13LGS dataset, retinal progenitor cells (RPCs), neurogenic retinal progenitor cells (N. RPCs), bipolar cell/photoreceptor precursors (BC/photoreceptor precursors), and cones were selected. In contrast, the mouse dataset includes RPCs, N. RPCs, BC/photoreceptor precursors, cones, and rods. Additionally, only the conserved genes present in both datasets were retained for GRN construction.

#### Identifying *cis*-regulatory elements

For each target gene, three categories of peaks were identified as potential regulatory elements based on the following criteria: (1) Transcription start site (TSS) peaks: Peaks located within a 1-kb region surrounding the target gene’s TSS. (2) Gene body peaks: Peaks situated within the target gene body. Only peaks with a PtoG correlation greater than 0.25 and statistically significant (FDR <0.05) were retained. (3) Intergenic peaks: Peaks found within 500 kb of the target gene’s TSS, but not overlapping with the TSS or gene body regions of other target genes. These peaks were also required to have a PtoG correlation greater than 0.25 and to be statistically significant (FDR <0.05).

#### Predicting TF-binding sites

Cell type-specific TF-binding sites were identified based on TF expression, motif matching, and footprint scores. First, TFs with an average expression level below 0.1 in each cell type were excluded. Next, binding sites for the remaining expressed TFs were determined by matching their motifs—sourced from the TRANSFAC2018 database—to the peak sequences using the matchMotifs function from the motifmatchr package (Schep, 2017) (p-value threshold = 5e−5). Second, footprint scores were calculated using merged scATAC-Seq signals for each cell type. The Tn5 insertion sites were extracted using the ‘getFragmentsFromProject’ function from the ArchR package, converted to BED files, and normalized with TOBIAS software (Bentsen et al., 2020). Finally, for each motif’s binding region, the average normalized Tn5 insertion signals were calculated by its center (S_center) and flanking regions (S_left and S_right). The flanking region is triple the size of the center region. Motifs were retained if they met the following criteria: S_left − S_center > 0.05 and S_right − S_center > 0.05.

#### TF–target correlation

TF–target regulatory scores were computed using the GBM-based GRN inference algorithm via the arboreto package’s grnboost2 function (doi: 10.1038/nmeth.4463). Pearson correlations for each TF–target pair were also calculated. Regulatory interactions were classified as positive if the importance score >0.1 and Pearson correlation >0.05, and as negative if the importance score >0.1 and Pearson correlation <−0.05.

#### Construction of GRNs

Cell type-specific regulons were constructed by integrating data from steps 1 to 3. The TF–peak–target regulons were classified as activating or repressive based on their TF–target correlations. Duplicated TF–peak–target regulons were removed prior to all downstream analyses. Additionally, TF–target regulons were derived from the TF–peak–target regulons and used to identify cone-promoting TFs.

#### Identification of cone-promoting key activator TFs in 13LGS

To identify key TFs promoting cone specification in 13LGS, cone-specific genes were first identified by comparing with other late-stage neurons using the FindMarkers function (cutoffs: log₂FC >0.3 and adjusted p-value <0.01). Next, for each TF, the enrichment of its regulatory targets within the cone-specific genes was assessed using a hypergeometric test via R’s phyper function, where the ‘population’ was defined as the total number of target genes in the positive GRNs, the ‘sample’ as the number of positive targets for that TF, and the ‘successes’ as the number of positive targets present in the cone-specific gene list. Additionally, the coverage of each TF was calculated as the proportion of its positive targets that are cone-specific. Finally, TFs with a hypergeometric test p-value <1e−6 and coverage >0.2 were identified as key activators. The top 30 TFs were ranked by the number of their positively regulated cone-specific genes.

### Identification of TSS, aEnhancers, and pEnhancers by CUT&RUN

TSS, bTSS (bivalent TSS), aEnhancer (active enhancer), and pEnhancer (poised enhancer) elements were identified based on the H3K4me3, H3K4me1, and H3K27ac CUT&RUN datasets in conjunction with the candidate *cis*-regulatory elements defined in the previous step using scATAC-Seq analysis. To determine the presence of a histone modification within each candidate *cis*-regulatory element, the corresponding histone peaks were overlapped with these elements, and the average signal intensity for each histone mark was calculated within their regions. A *cis*-regulatory element was considered to exhibit a histone modification if it both overlapped with a histone peak and showed an average signal greater than 2.5. 

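Classes were also assigned to the 166 elements of *Mef2c*, *Rxrg*, and *Thrb* in Supplementary file 9 from the peak lists alone, without the requirement of an average signal above 2.5, which the peak lists do not allow to be repeated. The class from peak overlap matched the authors' class for 124 of the 134 13LGS elements, 92.5%, and for all 32 mouse elements. The 10 elements that differed overlapped an H3K27ac peak without H3K4me3, and the authors class 7 of them as poised enhancers and 3 as other. They belong to *Thrb* (4) and *Rxrg* (6). Their median H3K27ac fold enrichment was 2.57, against 3.50 for the 35 elements that the authors class as active enhancers. The peak lists gave 45 active and 36 poised enhancers in 13LGS, and 25 active enhancers when peaks needed a −log10 q of at least 5.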

Finally, *cis*-regulatory elements exhibiting H3K4me3+were classified as TSS, those with H3K4me3− and H3K27ac+ as aEnhancer, and those with H3K4me1+ as pEnhancer.

### Identification of conserved regulatory elements

Conserved regulatory elements between 13LGS and mouse were identified by comparing ATAC-Seq peaks (all potential *cis*-regulatory elements), as well as putative regulatory elements associated with promoters, active, and poised enhancers that were associated with conserved gene pairs. For each conserved gene pair, candidate regulatory peaks were collected from both species and paired one-to-one, with each pair comprising one peak from 13LGS and one peak from mouse. Subsequently, the sequence of each 13LGS peak and the forward and reverse complement sequences for each mouse peak were extracted using the Biostrings package in R. Similarity scores for each candidate peak pair were computed with the ‘pairwiseAlignment’ function using local alignment parameters (type = ‘local’, gapOpening = –2, gapExtension = –1). To determine the cutoff for conserved peak pairs, a normal model was fitted to all similarity scores using the MASS package’s fitdistr function, and a threshold corresponding to a p-value <0.05 under the fitted normal distribution was defined. Peak pairs with scores exceeding this threshold were considered to be conserved.

### ChromVAR analysis

Global TF activity at the single-cell level was evaluated using ChromVAR (Schep et al., 2017). The analysis began with the raw cell-by-peak matrix, which was processed with the addGCBias function to adjust for GC content biases. Next, motif information from the TransFac2018 database was incorporated to generate a TF *z*-score matrix via the matchmotifs and computeDeviations functions. Finally, these *z*-scores were visualized as heatmaps to illustrate TF activity patterns across the cell population.

To identify cell type-specific motifs in 13LGS, the *z*-score matrix generated from ChromVAR was converted into a Seurat object. The FindAllMarkers function from the Signac package was then applied with the following parameters: only.pos=TRUE, mean.fxn=rowMeans, and fc.name = "avg_diff". Finally, motifs with an adjusted *P*-value <0.01 and an average difference (avg_diff) >2 were identified as cell type-specific.

To identify differential motifs associated with photoreceptor development between 13LGS and mouse, the ChromVAR-generated *z*-score matrix was utilized. The following pairwise comparisons were performed: 13LGS_RPCs vs. Mouse_RPCs, 13LGS_N. RPCs vs. Mouse_N. RPCs, 13LGS_BC/Photoreceptor Precursors vs. Mouse_BC/Photoreceptor Precursors, 13LGS_Cone vs. Mouse_Cone, and 13LGS_Cone vs. Mouse_Rod. Motifs exhibiting an adjusted p-value <0.01 and an average difference (avg_diff) >2, with their corresponding genes showing consistent changes, were designated as differential motifs. Subsequently, all differential motifs were merged and clustered via hierarchical clustering based on their average ChromVAR *z*-score levels across RPCs, N. RPCs, BC/photoreceptor precursors, cone, and rod cell types in both species.

## Data Availability

All scRNA-Seq, scATAC-Seq, and CUT&RUN data are available as GEO: GSE303632. The custom scripts used in this paper: https://github.com/lp871/13LGS-Development (copy archived at lp871, 2025). The following dataset was generated: WeirK LyuP KandoiS AnR PannulloN PalazzoI TangemanJA ShiJ DeVriesSH MerrimanDK QianJ BlackshawS 2025Heterochronic transcription factor expression drives cone-dominant retina development in 13-lined ground squirrelsNCBI Gene Expression OmnibusGSE29535810.7554/eLife.108485PMC1288080741649260 The following previously published datasets were used: LyuP HoangT SantiagoCP ThomasED TimmsAE AppelH GimmenM LeN JiangL KimDW ChenS EspinozaD TelgerAE WeirK ClarkBS CherryTJ QianJ BlackshawS 2021Gene regulatory networks controlling temporal patterning, neurogenesis and cell fate specification in the mammalian retinaNCBI Gene Expression OmnibusGSE18125110.1016/j.celrep.2021.109994PMC864283534788628 ClarkBS Stein-O'BrienGL ShiauF CannonGH DavisE ShermanT RajaiiF James-EspositoRE GronostajskiRM FertigEJ GoffLA BlackshawS 2019Single-cell RNA-Seq Analysis of Retinal Development Identifies NFI Factors as Regulating Mitotic Exit and Late-Born Cell SpecificationNCBI Gene Expression OmnibusGSE11861410.1016/j.neuron.2019.04.010PMC676883131128945

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Antibody	rabbit anti-Arr3 polyclonal	Millipore	No. AB15282	1:200 dilution
Antibody	rabbit anti-Gnat2 polyclonal	Invitrogen	PA5-119558	1:200 dilution
Antibody	chicken anti-GFP polyclonal	Invitrogen	A10262	1:400 dilution
Antibody	mouse anti-Nr2e3 monoclonal	R&D Systems	PP-H7223-00	1:200 dilution
Antibody	goat anti-Nrl polyclonal	R&D Systems	AF2945	1:200 dilution
Antibody	goat anti-Otx2 polyclonal	R&D Systems	AF1979	1:400 dilution
Antibody	rabbit anti-Sox9 polyclonal	Millipore	AB5535	1:400 dilution
Antibody	mouse anti-Tfap2a monoclonal	DSHB	Cat# 3b5, RRID:AB_528084	1:400 dilution
Antibody	mouse anti-Lhx1 monoclonal	DHSB	Cat# 4F2/concentrate	1:400 dilution
Antibody	goat anti-Otx2 polyclonal	R&D Systems	BAF1979	1:200 dilution
Antibody	rabbit anti-Mef2c polyclonal	Atlas Antibodies	HPA005533	1:200 dilution
Antibody	donkey anti-mouse Alexa Fluor Plus 647 polyclonal	Thermo Fisher Scientific	A-11055	1:250 dilution
Antibody	donkey anti-rabbit Alexa Fluor 488 polyclonal	Thermo Fisher Scientific	A-21206	1:250 dilution
Antibody	donkey anti-goat IgG Alexa Fluor 555 polyclonal	Thermo Fisher Scientific	A-21432	1:250 dilution
Antibody	CF633 donkey anti-rabbit polyclonal	Sigma	SAB4600132-50UL	1:250 dilution
Antibody	goat anti-chicken Alexa Fluor 488 polyclonal	Invitrogen	A-11039	1:250 dilution
Antibody	donkey anti-mouse Alexa Fluor 568 polyclonal	Invitrogen	A10037	1:250 dilution
Antibody	CUTANA IgG Negative Control Antibody for CUT&RUN and CUT&Tag	EpiCypher	13-0042	0.5 µg/reaction
Antibody	H3K4me1 Antibody, SNAP-Certified for CUT&RUN and CUT&Tag	EpiCypher	13-0057	0.5 µg/reaction
Antibody	H3K4me3 Antibody, SNAP-Certified for CUT&RUN	EpiCypher	13-0041	0.41 µg/reaction
Antibody	H3K27ac Antibody, SNAP-Certified for CUT&RUN and CUT&Tag	EpiCypher	13-0059	0.5 µg/reaction
Antibody	H3K27me3 Antibody, SNAP-Certified for CUT&RUN and CUT&Tag	EpiCypher	13-0055	0.5 µg/reaction
Antibody	NeuroD1 (E3E4F) Rabbit mAb	Cell Signaling	62953	0.5 µg/reaction
Antibody	rabbit Anti-OTX2 Antibody polyclonal	Atlas Antibodies	HPA000633	0.5 µg/reaction
Antibody	Anti-Histone H3 (tri methyl K9) antibody – ChIP Grade	Abcam	ab8898	0.5 µg/reaction
Biological sample	13LGS retinal samples	This study	N/A	Animal colony in De Vries and Merriman labs
Commercial assay/kit	Chromium Next GEM Single Cell 3′ Kit v3.1	10X Genomics	PN-1000268	
Commercial assay/kit	Dual Index Kit TT Set A	10X Genomics	PN-1000215	
Commercial assay/kit	Chromium Next GEM Single Cell ATAC Reagent Kits v1.1	10X Genomics	PN-1000175	
Commercial assay/kit	Single Index Kit N, Set A	10X Genomics	PN-1000212	
Commercial assay/kit	3′ CellPlex Kit Set A	10X Genomics	PN-1000261	
Commercial assay/kit	Dual Index Kit NN Set A	10X Genomics	PN-1000243	
Commercial assay/kit	CUTANA ChIC/CUT&RUN Kit	Epicypher	14-1048	
Commercial assay/kit	CUTANA CUT&RUN Library Prep Kit	EpiCypher	14-1001	
Commercial assay/kit	NEBNext Ultra II DNA Library Prep Kit for Illumina	NEB	E7645S	
Commercial assay/kit	NEBNext Multiplex Oligos for Illumina	NEB	E7395S	
Other	Mouse retinal development scRNA-seq data	Clark et al., 2019	GEO: GSE118614	
Other	Mouse retinal development scATAC-seq data	Lyu et al., 2021	GEO: GSE181251	
Other	13LGS retinal development scRNA-seq, scATAC-seq data 13LGS and Mouse Cut&Run data Mouse *Zic3*, *Pou2f1*, *Onecut1*, *Mef2c* overexpression and *Zic3* cKO scRNA-seq data	This study	GEO: GSE295358	
Other	13LGS genome GCF_016881025.1_HiC_Itri_2	Rhie et al., 2021	https://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/016/881/025/GCF_016881025.1_HiC_Itri_2/	
Genetic reagent	*Mus musculus*: *Zic3*^+/lox^: B6;129-Zic3tm2.1Jwb/J	The Jackson Lab	RRID:IMSR_JAX:023162	Jiang et al., 2013
Genetic reagent	*Mus musculus*: *Mef2c*^+/lox^: Mef2ctm1Jjs/J	The Jackson Lab	RRID:IMSR_JAX:025556	Vong et al., 2005
Genetic reagent	*Mus musculus*: *Chx10Cre-GFP*	The Jackson Lab	RRID:IMSR_MGI:3051137	Rowan and Cepko, 2004
Recombinant DNA reagent	*ZIC3* Gateway Ultimate Human ORF Clone	Thermo Fisher Scientific	NM_003413 (coding sequence only)	
Recombinant DNA reagent	*POU2F1* Gateway Ultimate Human ORF Clone	Thermo Fisher Scientific	XM_011509654 (coding sequence only)	
Recombinant DNA reagent	*Onecut1* Mouse ORF Clone	This study	NM_008262 (coding sequence only)	Available upon request
Recombinant DNA reagent	*MEF2C* Gateway Ultimate Human ORF Clone	Thermo Fisher Scientific	NM_002397 (coding sequence only)	
Recombinant DNA reagent	Plasmid: pCAGIG IRES-GFP	Addgene plasmid #11159	N/A	Matsuda and Cepko, 2004
Recombinant DNA reagent	Plasmid: pCAGIG-GW-IRES-GFP	Venkataraman et al., 2018	N/A	Available upon request
Software, algorithm	CellRanger Pipeline (version 3.1.0)	10X Genomics	https://www.10xgenomics.com/support/software	
Software, algorithm	CellRanger Multi Pipeline (version 6.0)	10X Genomics	https://www.10xgenomics.com/support/software	
Software, algorithm	CellRanger Aggr Pipeline (version 3.1.0)	10X Genomics	https://www.10xgenomics.com/support/software	
Software, algorithm	CellRanger ATAC pipeline (version 1.2.0)	10X Genomics	https://www.10xgenomics.com/support/software	
Software, algorithm	Seurat (version 4.0.4)	Hao et al., 2021	https://satijalab.org/seurat/articles/install_v5.html	
Software, algorithm	Signac (version 1.4.0)	Stuart et al., 2021	https://satijalab.org/signac	
Software, algorithm	cutadapt (version 3.5)	Martin, 2011	https://cutadapt.readthedocs.io/en/stable/	
Software, algorithm	Trim Galore (version 0.6.4_dev)	Krueger et al., 2023	https://github.com/FelixKrueger/TrimGalore RRID:SCR_011847	
Software, algorithm	Bowtie2	Langmead and Salzberg, 2012; Langmead et al., 2026	https://github.com/BenLangmead/bowtie2; RRID:SCR_016368	
Software, algorithm	SAMtools (version 1.12)	Danecek et al., 2021	https://www.htslib.org	
Software, algorithm	UMI-tools	Smith et al., 2017	https://umi-tools.readthedocs.io/en/latest/index.html	
Software, algorithm	deepTools (version 3.5.1)	Ramírez et al., 2016	https://deeptools.readthedocs.io/en/latest/	
Software, algorithm	macs2	Zhang et al., 2008	https://pypi.org/project/MACS2/	
Software, algorithm	ArchR	Granja et al., 2021	https://www.archrproject.com	
Software, algorithm	ChromVAR	Schep et al., 2017	https://greenleaflab.github.io/chromVAR/	
Software, algorithm	ImageJ	Schindelin et al., 2012	https://imagej.net/ij/	

## References

[bib1] Ahnelt PK, Kolb H (2000). The mammalian photoreceptor mosaic-adaptive design. Progress in Retinal and Eye Research.

[bib2] Akhmedov NB, Piriev NI, Chang B, Rapoport AL, Hawes NL, Nishina PM, Nusinowitz S, Heckenlively JR, Roderick TH, Kozak CA, Danciger M, Davisson MT, Farber DB (2000). A deletion in a photoreceptor-specific nuclear receptor mRNA causes retinal degeneration in the rd7 mouse. PNAS.

[bib3] Amemiya HM, Kundaje A, Boyle AP (2019). The ENCODE blacklist: identification of problematic regions of the genome. Scientific Reports.

[bib4] Andzelm MM, Cherry TJ, Harmin DA, Boeke AC, Lee C, Hemberg M, Pawlyk B, Malik AN, Flavell SW, Sandberg MA, Raviola E, Greenberg ME (2015). MEF2D drives photoreceptor development through a genome-wide competition for tissue-specific enhancers. Neuron.

[bib5] Arendt D (2008). The evolution of cell types in animals: emerging principles from molecular studies. Nature Reviews. Genetics.

[bib6] Bentsen M, Goymann P, Schultheis H, Klee K, Petrova A, Wiegandt R, Fust A, Preussner J, Kuenne C, Braun T, Kim J, Looso M (2020). ATAC-seq footprinting unravels kinetics of transcription factor binding during zygotic genome activation. Nature Communications.

[bib7] Cepko C (2014). Intrinsically different retinal progenitor cells produce specific types of progeny. Nature Reviews.

[bib8] Chang B, Hawes NL, Hurd RE, Davisson MT, Nusinowitz S, Heckenlively JR (2002). Retinal degeneration mutants in the mouse. Vision Research.

[bib9] Chen J, Rattner A, Nathans J (2005). The rod photoreceptor-specific nuclear receptor Nr2e3 represses transcription of multiple cone-specific genes. The Journal of Neuroscience.

[bib10] Chen J, Richardson PR, Kirby C, Eddy SR, Hoekstra HE (2025). Cellular evolution of the hypothalamic preoptic area of behaviorally divergent deer mice. bioRxiv.

[bib11] Cheng H, Khanna H, Oh ECT, Hicks D, Mitton KP, Swaroop A (2004). Photoreceptor-specific nuclear receptor NR2E3 functions as a transcriptional activator in rod photoreceptors. Human Molecular Genetics.

[bib12] Clark BS, Stein-O’Brien GL, Shiau F, Cannon GH, Davis-Marcisak E, Sherman T, Santiago CP, Hoang TV, Rajaii F, James-Esposito RE, Gronostajski RM, Fertig EJ, Goff LA, Blackshaw S (2019). Single-cell RNA-seq analysis of retinal development identifies NFI factors as regulating mitotic exit and late-born cell specification. Neuron.

[bib13] Cretekos CJ, Wang Y, Green ED, Martin JF, Rasweiler JJ, Behringer RR, NISC Comparative Sequencing Program (2008). Regulatory divergence modifies limb length between mammals. Genes & Development.

[bib14] Danecek P, Bonfield JK, Liddle J, Marshall J, Ohan V, Pollard MO, Whitwham A, Keane T, McCarthy SA, Davies RM, Li H (2021). Twelve years of SAMtools and BCFtools. GigaScience.

[bib15] Daniele LL, Lillo C, Lyubarsky AL, Nikonov SS, Philp N, Mears AJ, Swaroop A, Williams DS, Pugh EN (2005). Cone-like morphological, molecular, and electrophysiological features of the photoreceptors of the *Nrl* knockout mouse. Investigative Opthalmology & Visual Science.

[bib16] de Melo J, Peng GH, Chen S, Blackshaw S (2011). The Spalt family transcription factor Sall3 regulates the development of cone photoreceptors and retinal horizontal interneurons. Development.

[bib17] Emerson MM, Surzenko N, Goetz JJ, Trimarchi J, Cepko CL (2013). Otx2 and Onecut1 promote the fates of cone photoreceptors and horizontal cells and repress rod photoreceptors. Developmental Cell.

[bib18] Fernald RD (2012). Social control of the brain. Annual Review of Neuroscience.

[bib19] Fu R, Gillen AE, Grabek KR, Riemondy KA, Epperson LE, Bustamante CD, Hesselberth JR, Martin SL (2020). Dynamic RNA regulation in the brain underlies physiological plasticity in a hibernating mammal. Frontiers in Physiology.

[bib20] Furukawa T, Morrow EM, Li T, Davis FC, Cepko CL (1999). Retinopathy and attenuated circadian entrainment in Crx-deficient mice. Nature Genetics.

[bib21] Gerkema MP, Davies WIL, Foster RG, Menaker M, Hut RA (2013). The nocturnal bottleneck and the evolution of activity patterns in mammals. Proceedings. Biological Sciences.

[bib22] Granja JM, Corces MR, Pierce SE, Bagdatli ST, Choudhry H, Chang HY, Greenleaf WJ (2021). ArchR is a scalable software package for integrative single-cell chromatin accessibility analysis. Nature Genetics.

[bib23] Hafemeister C, Satija R (2019). Normalization and variance stabilization of single-cell RNA-seq data using regularized negative binomial regression. Genome Biology.

[bib24] Hahn J, Monavarfeshani A, Qiao M, Kao AH, Kölsch Y, Kumar A, Kunze VP, Rasys AM, Richardson R, Wekselblatt JB, Baier H, Lucas RJ, Li W, Meister M, Trachtenberg JT, Yan W, Peng Y-R, Sanes JR, Shekhar K (2023). Evolution of neuronal cell classes and types in the vertebrate retina. Nature.

[bib25] Hao H, Kim DS, Klocke B, Johnson KR, Cui K, Gotoh N, Zang C, Gregorski J, Gieser L, Peng W, Fann Y, Seifert M, Zhao K, Swaroop A (2012). Transcriptional regulation of rod photoreceptor homeostasis revealed by in vivo NRL targetome analysis. PLOS Genetics.

[bib26] Hao Y, Hao S, Andersen-Nissen E, Mauck WM, Zheng S, Butler A, Lee MJ, Wilk AJ, Darby C, Zager M, Hoffman P, Stoeckius M, Papalexi E, Mimitou EP, Jain J, Srivastava A, Stuart T, Fleming LM, Yeung B, Rogers AJ, McElrath JM, Blish CA, Gottardo R, Smibert P, Satija R (2021). Integrated analysis of multimodal single-cell data. Cell.

[bib27] Jacobs LF, Spencer WD (1994). Natural space-use patterns and hippocampal size in kangaroo rats. Brain, Behavior and Evolution.

[bib28] Javed A, Mattar P, Lu S, Kruczek K, Kloc M, Gonzalez-Cordero A, Bremner R, Ali RR, Cayouette M (2020). Pou2f1 and Pou2f2 cooperate to control the timing of cone photoreceptor production in the developing mouse retina. Development.

[bib29] Jeon CJ, Strettoi E, Masland RH (1998). The major cell populations of the mouse retina. The Journal of Neuroscience.

[bib30] Jiang Z, Zhu L, Hu L, Slesnick TC, Pautler RG, Justice MJ, Belmont JW (2013). Zic3 is required in the extra-cardiac perinodal region of the lateral plate mesoderm for left-right patterning and heart development. Human Molecular Genetics.

[bib31] Kallman A, Capowski EE, Wang J, Kaushik AM, Jansen AD, Edwards KL, Chen L, Berlinicke CA, Joseph Phillips M, Pierce EA, Qian J, Wang T-H, Gamm DM, Zack DJ (2020). Investigating cone photoreceptor development using patient-derived NRL null retinal organoids. Communications Biology.

[bib32] Kandoi S, Martinez C, Merriman DK, Lamba DA (2022). Characterization of retinal development in 13-lined ground squirrels. Translational Vision Science & Technology.

[bib33] Kaskan PM, Franco ECS, Yamada ES, Silveira LC, Darlington RB, Finlay BL (2005). Peripheral variability and central constancy in mammalian visual system evolution. Proceedings. Biological Sciences.

[bib34] Katoh K, Omori Y, Onishi A, Sato S, Kondo M, Furukawa T (2010). Blimp1 suppresses Chx10 expression in differentiating retinal photoreceptor precursors to ensure proper photoreceptor development. The Journal of Neuroscience.

[bib35] Katz PS (2011). Neural mechanisms underlying the evolvability of behaviour. Philosophical Transactions of the Royal Society of London. Series B, Biological Sciences.

[bib36] Krueger F, James F, Ewels P (2023). Zenodo.

[bib37] Kryger Z, Galli-Resta L, Jacobs GH, Reese BE (1998). The topography of rod and cone photoreceptors in the retina of the ground squirrel. Visual Neuroscience.

[bib38] Lamb TD (2013). Evolution of phototransduction, vertebrate photoreceptors and retina. Progress in Retinal and Eye Research.

[bib39] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nature Methods.

[bib40] Langmead B, ch4rr0, val-antonescu (2026). GitHub.

[bib41] Leavey P, Jiang L, Pannullo N, Santiago C, Blackshaw S (2025). Overexpression of meis factors in late-stage retinal progenitors yields complex effects on temporal patterning and neurogenesis. bioRxiv.

[bib42] Le Duc D, Schöneberg T (2016). Adaptation to nocturnality - learning from avian genomes. BioEssays.

[bib43] Lonfat N, Wang S, Lee C, Garcia M, Choi J, Park PJ, Cepko C (2021). Cis-regulatory dissection of cone development reveals a broad role for Otx2 and Oc transcription factors. Development.

[bib44] lp871 (2025). Software Heritage.

[bib45] Lu Y, Shiau F, Yi W, Lu S, Wu Q, Pearson JD, Kallman A, Zhong S, Hoang T, Zuo Z, Zhao F, Zhang M, Tsai N, Zhuo Y, He S, Zhang J, Stein-O’Brien GL, Sherman TD, Duan X, Fertig EJ, Goff LA, Zack DJ, Handa JT, Xue T, Bremner R, Blackshaw S, Wang X, Clark BS (2020). Single-cell analysis of human retina identifies evolutionarily conserved and species-specific mechanisms controlling development. Developmental Cell.

[bib46] Lyu P, Hoang T, Santiago CP, Thomas ED, Timms AE, Appel H, Gimmen M, Le N, Jiang L, Kim DW, Chen S, Espinoza DF, Telger AE, Weir K, Clark BS, Cherry TJ, Qian J, Blackshaw S (2021). Gene regulatory networks controlling temporal patterning, neurogenesis, and cell-fate specification in mammalian retina. Cell Reports.

[bib47] Ma S, Zhang B, LaFave LM, Earl AS, Chiang Z, Hu Y, Ding J, Brack A, Kartha VK, Tay T, Law T, Lareau C, Hsu YC, Regev A, Buenrostro JD (2020). Chromatin potential identified by shared single-cell profiling of RNA and chromatin. Cell.

[bib48] Martin M (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet.Journal.

[bib49] Matsuda T, Cepko CL (2004). Electroporation and RNA interference in the rodent retina in vivo and in vitro. PNAS.

[bib50] Matsuda T, Cepko CL (2008). Analysis of gene function in the retina. Methods in Molecular Biology.

[bib51] Mattar P, Ericson J, Blackshaw S, Cayouette M (2015). A conserved regulatory logic controls temporal identity in mouse neural progenitors. Neuron.

[bib52] Mears AJ, Kondo M, Swain PK, Takada Y, Bush RA, Saunders TL, Sieving PA, Swaroop A (2001). Nrl is required for rod photoreceptor development. Nature Genetics.

[bib53] Melo J, Blackshaw S (2018). In vivo electroporation of developing mouse retina. Methods in Molecular Biology.

[bib54] Milam AH, Rose L, Cideciyan AV, Barakat MR, Tang W-X, Gupta N, Aleman TS, Wright AF, Stone EM, Sheffield VC, Jacobson SG (2002). The nuclear receptor NR2E3 plays a role in human retinal photoreceptor differentiation and degeneration. PNAS.

[bib55] Mossman HW, Weisfeldt LA (1939). The fetal membranes of a primitive rodent, the thirteen‐striped ground squirrel. American Journal of Anatomy.

[bib56] Müller B, Peichl L (1989). Topography of cones and rods in the tree shrew retina. The Journal of Comparative Neurology.

[bib57] Mustafi D, Engel AH, Palczewski K (2009). Structure of cone photoreceptors. Progress in Retinal and Eye Research.

[bib58] Nagar S, Trudler D, McKercher SR, Piña-Crespo J, Nakanishi N, Okamoto SI, Lipton SA (2017). Molecular pathway to protection from age-dependent photoreceptor degeneration in *Mef2* deficiency. Investigative Opthalmology & Visual Science.

[bib59] Ng L, Hurley JB, Dierks B, Srinivas M, Saltó C, Vennström B, Reh TA, Forrest D (2001). A thyroid hormone receptor that is required for the development of green cone photoreceptors. Nature Genetics.

[bib60] Nishida A, Furukawa A, Koike C, Tano Y, Aizawa S, Matsuo I, Furukawa T (2003). Otx2 homeobox gene controls retinal photoreceptor cell fate and pineal gland development. Nature Neuroscience.

[bib61] Omori Y, Kubo S, Kon T, Furuhashi M, Narita H, Kominami T, Ueno A, Tsutsumi R, Chaya T, Yamamoto H, Suetake I, Ueno S, Koseki H, Nakagawa A, Furukawa T (2017). Samd7 is a cell type-specific PRC1 component essential for establishing retinal rod photoreceptor identity. PNAS.

[bib62] Onishi A, Peng G-H, Hsu C, Alexis U, Chen S, Blackshaw S (2009). Pias3-dependent SUMOylation directs rod photoreceptor development. Neuron.

[bib63] Onishi A, Peng G-H, Chen S, Blackshaw S (2010). Pias3-dependent SUMOylation controls mammalian cone photoreceptor differentiation. Nature Neuroscience.

[bib64] Peichl L (2005). Diversity of mammalian photoreceptor properties: Adaptations to habitat and lifestyle?. The Anatomical Record Part A.

[bib65] Pennesi ME, Cho J-H, Yang Z, Wu SH, Zhang J, Wu SM, Tsai M-J (2003). BETA2/NeuroD1 null mice: a new model for transcription factor-dependent photoreceptor degeneration. The Journal of Neuroscience.

[bib66] Purandare SM, Ware SM, Kwan KM, Gebbia M, Bassi MT, Deng JM, Vogel H, Behringer RR, Belmont JW, Casey B (2002). A complex syndrome of left-right axis, central nervous system and axial skeleton defects in Zic3 mutant mice. Development.

[bib67] Ramírez F, Ryan DP, Grüning B, Bhardwaj V, Kilpert F, Richter AS, Heyne S, Dündar F, Manke T (2016). deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Research.

[bib68] Rhie A, McCarthy SA, Fedrigo O, Damas J, Formenti G, Koren S, Uliano-Silva M, Chow W, Fungtammasan A, Kim J, Lee C, Ko BJ, Chaisson M, Gedman GL, Cantin LJ, Thibaud-Nissen F, Haggerty L, Bista I, Smith M, Haase B, Mountcastle J, Winkler S, Paez S, Howard J, Vernes SC, Lama TM, Grutzner F, Warren WC, Balakrishnan CN, Burt D, George JM, Biegler MT, Iorns D, Digby A, Eason D, Robertson B, Edwards T, Wilkinson M, Turner G, Meyer A, Kautt AF, Franchini P, Detrich HW, Svardal H, Wagner M, Naylor GJP, Pippel M, Malinsky M, Mooney M, Simbirsky M, Hannigan BT, Pesout T, Houck M, Misuraca A, Kingan SB, Hall R, Kronenberg Z, Sović I, Dunn C, Ning Z, Hastie A, Lee J, Selvaraj S, Green RE, Putnam NH, Gut I, Ghurye J, Garrison E, Sims Y, Collins J, Pelan S, Torrance J, Tracey A, Wood J, Dagnew RE, Guan D, London SE, Clayton DF, Mello CV, Friedrich SR, Lovell PV, Osipova E, Al-Ajli FO, Secomandi S, Kim H, Theofanopoulou C, Hiller M, Zhou Y, Harris RS, Makova KD, Medvedev P, Hoffman J, Masterson P, Clark K, Martin F, Howe K, Flicek P, Walenz BP, Kwak W, Clawson H, Diekhans M, Nassar L, Paten B, Kraus RHS, Crawford AJ, Gilbert MTP, Zhang G, Venkatesh B, Murphy RW, Koepfli K-P, Shapiro B, Johnson WE, Di Palma F, Marques-Bonet T, Teeling EC, Warnow T, Graves JM, Ryder OA, Haussler D, O’Brien SJ, Korlach J, Lewin HA, Howe K, Myers EW, Durbin R, Phillippy AM, Jarvis ED (2021). Towards complete and error-free genome assemblies of all vertebrate species. Nature.

[bib69] Roberts MR, Hendrickson A, McGuire CR, Reh TA (2005). Retinoid X receptor γ is necessary to establish the S-opsin gradient in cone photoreceptors of the developing mouse retina. Investigative Opthalmology & Visual Science.

[bib70] Rowan S, Cepko CL (2004). Genetic analysis of the homeodomain transcription factor Chx10 in the retina using a novel multifunctional BAC transgenic mouse reporter. Developmental Biology.

[bib71] Sapkota D, Chintala H, Wu F, Fliesler SJ, Hu Z, Mu X (2014). Onecut1 and Onecut2 redundantly regulate early retinal cell fates during development. PNAS.

[bib72] Satoh S, Tang K, Iida A, Inoue M, Kodama T, Tsai SY, Tsai M-J, Furuta Y, Watanabe S (2009). The spatial patterning of mouse cone opsin expression is regulated by bone morphogenetic protein signaling through downstream effector COUP-TF nuclear receptors. The Journal of Neuroscience.

[bib73] Saxena A, Sharma V, Muthuirulan P, Neufeld SJ, Tran MP, Gutierrez HL, Chen KD, Erberich JM, Birmingham A, Capellini TD, Cobb J, Hiller M, Cooper KL (2022). Interspecies transcriptomics identify genes that underlie disproportionate foot growth in jerboas. Current Biology.

[bib74] Schep A (2017). Motifmatchr.

[bib75] Schep AN, Wu B, Buenrostro JD, Greenleaf WJ (2017). chromVAR: inferring transcription-factor-associated accessibility from single-cell epigenomic data. Nature Methods.

[bib76] Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T, Preibisch S, Rueden C, Saalfeld S, Schmid B, Tinevez JY, White DJ, Hartenstein V, Eliceiri K, Tomancak P, Cardona A (2012). Fiji: an open-source platform for biological-image analysis. Nature Methods.

[bib77] Slavenko A, Dror L, Camaiti M, Farquhar JE, Shea GM, Chapple DG, Meiri S (2022). Evolution of diel activity patterns in skinks (Squamata: Scincidae), the world’s second-largest family of terrestrial vertebrates. Evolution; International Journal of Organic Evolution.

[bib78] Smith T, Heger A, Sudbery I (2017). UMI-tools: modeling sequencing errors in Unique Molecular Identifiers to improve quantification accuracy. Genome Research.

[bib79] Stuart T, Srivastava A, Madad S, Lareau CA, Satija R (2021). Single-cell chromatin state analysis with Signac. Nature Methods.

[bib80] Sutherland MJ, Wang S, Quinn ME, Haaning A, Ware SM (2013). Zic3 is required in the migrating primitive streak for node morphogenesis and left-right patterning. Human Molecular Genetics.

[bib81] Swaroop A, Kim D, Forrest D (2010). Transcriptional regulation of photoreceptor development and homeostasis in the mammalian retina. Nature Reviews. Neuroscience.

[bib82] Tabata Y, Ouchi Y, Kamiya H, Manabe T, Arai K, Watanabe S (2004). Specification of the retinal fate of mouse embryonic stem cells by ectopic expression of Rx/rax, a homeobox gene. Molecular and Cellular Biology.

[bib83] Tangeman JA, Charris Dominguez CM, Bendezu-Sayas S, Del Rio-Tsonis K (2025). Nuclei isolation from ocular tissues of the embryonic chicken for single-nucleus profiling. Methods in Molecular Biology.

[bib84] Thomas ED, Timms AE, Giles S, Harkins-Perry S, Lyu P, Hoang T, Qian J, Jackson VE, Bahlo M, Blackshaw S, Friedlander M, Eade K, Cherry TJ (2022). Cell-specific cis-regulatory elements and mechanisms of non-coding genetic disease in human retina and retinal organoids. Developmental Cell.

[bib85] Uhlén M, Fagerberg L, Hallström BM, Lindskog C, Oksvold P, Mardinoglu A, Sivertsson Å, Kampf C, Sjöstedt E, Asplund A, Olsson I, Edlund K, Lundberg E, Navani S, Szigyarto CA-K, Odeberg J, Djureinovic D, Takanen JO, Hober S, Alm T, Edqvist P-H, Berling H, Tegel H, Mulder J, Rockberg J, Nilsson P, Schwenk JM, Hamsten M, von Feilitzen K, Forsberg M, Persson L, Johansson F, Zwahlen M, von Heijne G, Nielsen J, Pontén F (2015). Proteomics Tissue-based map of the human proteome. Science.

[bib86] Venkataraman A, Yang K, Irizarry J, Mackiewicz M, Mita P, Kuang Z, Xue L, Ghosh D, Liu S, Ramos P, Hu S, Bayron Kain D, Keegan S, Saul R, Colantonio S, Zhang H, Behn FP, Song G, Albino E, Asencio L, Ramos L, Lugo L, Morell G, Rivera J, Ruiz K, Almodovar R, Nazario L, Murphy K, Vargas I, Rivera-Pacheco ZA, Rosa C, Vargas M, McDade J, Clark BS, Yoo S, Khambadkone SG, de Melo J, Stevanovic M, Jiang L, Li Y, Yap WY, Jones B, Tandon A, Campbell E, Montelione GT, Anderson S, Myers RM, Boeke JD, Fenyö D, Whiteley G, Bader JS, Pino I, Eichinger DJ, Zhu H, Blackshaw S (2018). A toolbox of immunoprecipitation-grade monoclonal antibodies to human transcription factors. Nature Methods.

[bib87] Verra DM, Sajdak BS, Merriman DK, Hicks D (2020). Diurnal rodents as pertinent animal models of human retinal physiology and pathology. Progress in Retinal and Eye Research.

[bib88] Vong LH, Ragusa MJ, Schwarz JJ (2005). Generation of conditional Mef2cloxP/loxP mice for temporal- and tissue-specific analyses. Genesis.

[bib89] Wada K, Howard JT, McConnell P, Whitney O, Lints T, Rivas MV, Horita H, Patterson MA, White SA, Scharff C, Haesler S, Zhao S, Sakaguchi H, Hagiwara M, Shiraki T, Hirozane-Kishikawa T, Skene P, Hayashizaki Y, Carninci P, Jarvis ED (2006). A molecular neuroethological approach for identifying and characterizing a cascade of behaviorally regulated genes. PNAS.

[bib90] Walls G (1942). The Vertebrate Eye and Its Adaptive Radiation.

[bib91] Weir K, Leavey P, Santiago C, Blackshaw S (2021). Multiplexed analysis of retinal gene expression and chromatin accessibility using scRNA-seq and scATAC-seq. Journal of Visualized Experiments.

[bib92] Wolf A, Aslanidis A, Langmann T (2017). Retinal expression and localization of Mef2c support its important role in photoreceptor gene expression. Biochemical and Biophysical Research Communications.

[bib93] Yang L, Liu Q, Pollak GD (1996). Afferent connections to the dorsal nucleus of the lateral lemniscus of the mustache bat: evidence for two functional subdivisions. The Journal of Comparative Neurology.

[bib94] Young LJ, Wang Z (2004). The neurobiology of pair bonding. Nature Neuroscience.

[bib95] Yu CT, Kandoi S, Periasamy R, Reddy LVK, Follett HM, Summerfelt P, Martinez C, Guillaume C, Bowie O, Connor TB, Lipinski DM, Allen KP, Merriman DK, Carroll J, Lamba DA (2024). Human iPSC-derived photoreceptor transplantation in the cone dominant 13-lined ground squirrel. Stem Cell Reports.

[bib96] Yuodelis C, Hendrickson A (1986). A qualitative and quantitative analysis of the human fovea during development. Vision Research.

[bib97] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W, Liu XS (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biology.

[bib98] Zhang X, Leavey P, Appel H, Makrides N, Blackshaw S (2023). Molecular mechanisms controlling vertebrate retinal patterning, neurogenesis, and cell fate specification. Trends in Genetics.

# Supplementary material for: Heterochronic transcription factor expression drives cone-dominant retina development in 13-lined ground squirrels
**Source:** eLife. 2026 Feb 6;14:RP108485. doi: 10.7554/eLife.108485
**Supplement:** MDAR checklist

## Materials Design Analysis Reporting (MDAR) Checklist for Authors

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see *eLife*'s [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

### Materials:

| Newly created materials                                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Methods/Data availability                         |     |

| Antibodies                                                                                                | Indicate where provided:<br>section/figure legend             | N/A |
|-----------------------------------------------------------------------------------------------------------|---------------------------------------------------------------|-----|
| For commercial reagents, provide supplier name, catalogue number and <a href="#">RRID</a> , if available. | Methods/Immunostaining and visualization. Key Resource Table. |     |

| DNA and RNA sequences                                                                                               | Indicate where provided:<br>section/figure legend    | N/A |
|---------------------------------------------------------------------------------------------------------------------|------------------------------------------------------|-----|
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Methods/Retinal explant culture. Key Resource Table. |     |

| Cell materials                                                                                                                                   | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | N/A                                               |     |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status.                                                           | N/A                                               |     |

| <b>Experimental animals</b>                                                                                                                                                                            | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Methods/sample collection.<br>Key Resource Table.         |            |
| Animal observed in or captured from the field: Provide species, sex, and age where possible.                                                                                                           | NA                                                        |            |

| <b>Plants and microbes</b>                                                                                                                                                   | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). | NA                                                        |            |
| Microbes: provide species and strain, unique accession number if available, and source.                                                                                      | NA                                                        |            |

| <b>Human research participants</b>                                                                                             | <b>Indicate where provided:<br/>section/figure legend) or state<br/>if these demographics were not<br/>collected</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------|------------|
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. | NA                                                                                                                   |            |

## Design:

| <b>Study protocol</b>                                                                                                               | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. | NA                                                        |            |

| <b>Laboratory protocol</b>                                                              | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-----------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | NA                                                        |            |

| Experimental study design (statistics details) *                        |                                                                                                                                                                                                                                                               |     |
|-------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| For in vivo studies: State whether and how the following have been done | Indicate where provided: section/figure legend. If it could have been done, but was not, write "not done"                                                                                                                                                     | N/A |
| Sample size determination                                               | Not done.                                                                                                                                                                                                                                                     |     |
| Randomisation                                                           | Randomization was not applicable in this study as animals were assigned to experimental groups based on genotype (knockout vs. control) determined by breeding. All animals were handled and processed using the same procedures to reduce experimental bias. |     |
| Blinding                                                                | Methods/Immunostaining and visualization.                                                                                                                                                                                                                     |     |
| Inclusion/exclusion criteria                                            | N/A                                                                                                                                                                                                                                                           |     |

| Sample definition and in-laboratory replication                        | Indicate where provided: section/figure legend | N/A |
|------------------------------------------------------------------------|------------------------------------------------|-----|
| State number of times the experiment was replicated in the laboratory. | Methods section                                |     |
| Define whether data describe technical or biological replicates.       | Methods section                                |     |

| Ethics                                                                                                                                                              | Indicate where provided: section/submission form                                                                                                                          | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.   | N/A                                                                                                                                                                       |     |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Methods section/ Mice; Protocol approved by the Institutional Animal Care and Use Committee (IACUC) at the Johns Hopkins School of Medicine under protocol number MO22M22 |     |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. | N/A                                                                                                                                                                       |     |

| <b>Dual Use Research of Concern (DURC)</b>                                                                                                               | <b>Indicate where provided:<br/>section/submission form</b> | <b>N/A</b> |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------|------------|
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. | N/A                                                         |            |

## Analysis:

| <b>Attrition</b>                                                                                                                                                                                                      | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | N/A                                                       |            |

| <b>Statistics</b>                                            | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------|-----------------------------------------------------------|------------|
| Describe statistical tests used and justify choice of tests. | Methods section/figure legends.                           |            |

| <b>Data availability</b>                                                                                                                                         | <b>Indicate where provided:<br/>section/submission form</b> | <b>N/A</b> |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------|------------|
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Methods section/ Data Availability                          |            |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.                         | Methods section/ Data Availability                          |            |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.                                                         | GSE118614 and GSE181251                                     |            |

| <b>Code availability</b>                                                                                                                                                                                                                                           | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Methods section/ Data Availability                        |            |

|                                                                                                                                                                                                              |     |  |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|--|
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |     |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation.                                                                                                      | N/A |  |

## Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| Adherence to community standards                                                                                                                                                | Indicate where provided: section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------|-----|
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. | N/A                                            |     |

---

\* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

### Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

### Replicates

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

### Statistical reporting

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence

intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

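The data are CUT&RUN peak lists from P5 13LGS and P2 mouse retina for H3K4me3, H3K27ac, H3K4me1, Otx2, and Neurod1, 10 lists in all, made from 36 libraries that include the IgG controls. The authors trimmed the reads, aligned them with Bowtie2, removed poorly mapped and duplicate reads, merged technical replicates and called peaks with macs2 jointly across the libraries of a target against IgG. The fold enrichment of each peak is a ratio of the pooled signal to IgG as deposited by the authors. The significance of each peak is the −log10 q-value given by the authors, whose threshold was a q-value of 0.05. Neither value was rescaled. A list holds 1 value per peak for all libraries of a condition, so there was no spread between replicates, no replicate could be left out, and read depth is unknown. The 13LGS histone lists come from 1 library each and the mouse histone lists from 2 each. H3K27me3 and H3K9me3 were not analysed here.

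Intervals were compared in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Overlap meant at least 1 bp shared. The overlap code was checked against bedtools 2.31.1 on simulated intervals, with 0 differences. On simulated lists, the circular shift gave a mean fold of 1.00 for unrelated lists, whose true value is 1, and of 3.00 for lists placed at 3 times chance, and 1% of 200 unrelated lists had a p under 0.05. The simulated peaks were equal in width within a list and placed without clustering, so these checks cover the code. They do not show that the p-values are calibrated for the real lists, whose peaks vary in width.

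The accessible elements of *Mef2c*, *Rxrg*, and *Thrb* were taken from Supplementary file 9 with the authors' classes. Shares of elements with a peak were compared between species by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 5 targets, and shares were given with 95% Wilson intervals, which cover counting error only. Otx2 and Neurod1 enrichment at histone classes was tested with 1000 circular shifts within each chromosome. Peaks around genes were ranked among 10000 windows centred on H3K4me3 peaks. Motifs were counted within 50 bp of mouse summits and 200 bp away, toward higher positions only, on the GRCm38 genome. The windows were compared by Fisher's exact tests that ignore their pairing by peak. Mouse annotation came from GENCODE release M21. Random draws used seed 1.

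The genes named are *Mef2c*, *Rxrg*, and *Thrb*, and for mouse also 16 other genes that the paper names. A larger set was chosen before the data were examined, and part of it is not reported here. The set was narrowed after the values had been seen, for a reason unrelated to them, and this changed calls: the Otx2 difference in share, the H3K27ac difference with neighbouring elements counted once, the H3K4me3 difference without *Mef2c*, the comparison of 13LGS promoter elements with all H3K4me3 peaks and, under 2 of the alternatives, the Otx2 difference between classed and other mouse elements pass the 0.05 threshold in the narrowed set and did not in the larger one. The H3K27ac difference with a −log10 q of at least 5, and the H3K4me1 difference under several alternatives, passed it in the larger set only. Single peaks are named where they overlap an element of the 3 genes or have the highest fold enrichment of a TF list. The alternatives set before the data were examined were an overlap of at least 250 bp, peaks with a −log10 q of at least 5, peaks with a fold enrichment of at least 2.5, equal numbers of peaks per target, TF summits inside the histone peak, random placement within the union of histone peaks, windows of 100 kb on each side, bases covered in place of peak counts, merging of peaks within 500 bp, chromosomes only, and motifs within 25 bp. Counting elements within 1 kb once, alone or with equal numbers of peaks or the fold limit, leaving out each of the 3 genes, and drawing windows from the gene's own chromosome were chosen after seeing the data.

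Several planned steps were not possible. *Mef2c* has no TSS element and so no window. The 13LGS genome was not used here, so motifs were counted in mouse only. The authors' requirement of an average signal above 2.5 needs read coverage and was not repeated. The share of conserved elements was not tested, and Supplementary files that were at hand only in part were used for no test.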

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

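The tests on the 4 peaks described here were all set before their results were seen, and the peaks themselves were picked by a rule, the highest fold enrichment of each TF list, that was set before the data were examined. Each lies outside the elements of *Mef2c*, *Rxrg*, and *Thrb* in Supplementary file 9, and the paper reports on none of them.

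In 13LGS, the Otx2 peak with the highest fold enrichment lies on Itri14 at 10537652 to 10538462, with 25.7-fold against 22.4-fold for the next peak. H3K4me3 reached 39.8-fold there, and H3K27ac 2.63-fold. The highest Neurod1 peak lies on Itri1 at 53804451 to 53805311, with 37.1-fold against 25.4-fold for the next, and has an Otx2 peak of 9.79-fold and no H3K4me3 peak. In mouse, the highest Otx2 peak lies on chromosome 3 at 15205135 to 15207047, with 70.7-fold against 40.5-fold for the next. It overlaps no annotated gene, the nearest coding TSS being that of *Gm9733* 125255 bp away, and holds 4 TAATCC motifs. The highest mouse Neurod1 peak lies on chromosome 19 at 48755159 to 48755812 in an intron of *Sorcs3*, with 41.6-fold, 2 CAGATG motifs and an Otx2 peak of 37.2-fold.

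A region with high signal for every target, such as a collapsed repeat, could give such a peak in each of the other 4 lists. No peak of H3K4me3 was called at the 13LGS Neurod1 peak or at either mouse peak, and none of Neurod1 at the 13LGS Otx2 peak. In the lists that have a peak there, it was ranked by the share of the list with a fold at least as high. At the 13LGS Otx2 peak this share ran from 7.85% (H3K4me3) to 80.1% (H3K27ac). At the 13LGS Neurod1 peak it ran from 0.940% (Otx2) to 56.8% (H3K4me1). At the mouse Otx2 peak it ran from 3.13% (H3K27ac) to 26.9% (Neurod1). At the mouse Neurod1 peak it ran from 0.0172% (Otx2) to 4.54% (H3K4me1). Since such a region would raise the IgG signal too, these fold values do not settle whether it is present, and it stays open for all 4 peaks. Low IgG signal at the peaks and a difference between libraries of a target stay open, since the lists hold neither. No biological explanation was tested, and no blacklist is described for 13LGS.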

How the results depend on the processing

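The set of 3 genes, counting neighbouring elements once, leaving out each gene, and windows from the gene's own chromosome were chosen after the data were seen, as was the rule that only windows in the highest or lowest 5% count as calls. No paired analysis was possible because each peak list pools the libraries of a condition. Leaving out replicates was not possible for the same reason.

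All 21 ratios of peak numbers between species stayed within 1.5 times their value under the 3 alternatives, from 0.718 to 1.82. Of 42 single peak numbers, 7 moved by more than that, all with peaks of −log10 q of at least 5.

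The difference in H3K27ac share between the species kept its direction under the 4 alternatives set before the data were examined, from 19.1 to 26.4 percentage points, and its side of the threshold under all but a −log10 q of at least 5 (19.1 points, adjusted p 0.0716 by Fisher's exact test). With elements within 1 kb counted once it was 28.7 points and past the threshold, but no longer with equal numbers of peaks in addition (20.9 points), with the fold limit in addition (23.5 points) or without *Thrb* (21.6 points). Without *Mef2c* or *Rxrg* it stayed past the threshold. The lower Otx2 share in 13LGS stayed past the threshold with 250 bp of overlap and without *Mef2c* only. It lost it with a −log10 q of at least 5 (−11.6 points), with a fold of at least 2.5 (−16.3), with equal numbers (−14.8), with elements within 1 kb counted once (−6.19, also −6.19 with equal numbers in addition and −6.19 with the fold limit in addition), without *Rxrg* (−22.8) and without *Thrb* (−14.2), so it depends on the settings and on the genes chosen. The H3K4me1 difference passed the threshold with 250 bp of overlap (−24.3 points), and the H3K4me3 difference without *Mef2c* (−15.6). The H3K4me3 difference reversed when neighbouring elements were counted once, to 1.40 points, to 0.0999 with equal numbers and to 1.40 with the fold limit, none of them past the threshold. The cause of these changes was not tested.

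The class of the elements gave 45 active enhancers in 13LGS, and 29 with 250 bp of overlap and 25 with a −log10 q of at least 5, and in mouse 2 became 1 with 250 bp; the other 29 class counts stayed within 1.5 times. The Otx2 difference between classed and other mouse elements lost the threshold with 250 bp of overlap (37.5 points) and with a −log10 q of at least 5 (33.3 points) and kept it with the fold limit and with equal numbers. The 13LGS difference kept it in all 4. Elements of the other class rarely overlap any histone peak, and few Otx2 peaks lie outside histone peaks, so this comparison says little about the 3 genes.

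Of 56 log2 folds of TF enrichment, 50 kept their direction and 6 reversed, all with random placement within the histone peaks: in 13LGS −0.19 for Otx2 at active enhancers, −1.20 for Otx2 at poised enhancers and −1.21 for Neurod1 at poised enhancers, and in mouse −0.14, −0.80 and −0.79. By construction, this placement leaves out TF peaks outside every histone peak and compares the classes with one another, not with the rest of the genome.

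The number of gene and target pairs in the highest 5% of windows in 13LGS rose from 0 to 1 with 100 kb on each side and to 1 with bases covered, in both cases Neurod1 at *Rxrg*, and stayed at 0 in mouse. Under the alternatives set before the data were examined, 75 of 80 single-window values stayed in or out of the highest or lowest 5%. Of the others, 1 left it and 4 entered it. The 1 that left was H3K4me3 at mouse *Thrb* within 100 kb. H3K27ac at mouse *Rxrg* entered the lowest 5% with bases covered. An entry into the lowest 5%, H3K4me3 at 13LGS *Thrb* within 100 kb, was fixed by the choice of windows: each is centred on an H3K4me3 peak and so holds at least 1, whereas the 13LGS *Thrb* TSS elements overlap none. With windows from the gene's own chromosome, 1 of 20 entered it. Of the 90 values that were in neither 5% before or after, 8 crossed the middle of the windows. Both motif differences kept their direction and threshold under both alternatives, from −5.02 to −2.34 points for Otx2 and from −11.5 to −5.92 for Neurod1. The unknown read depth limits each comparison of peak numbers between species, because the number of peaks grows with depth.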

Differences from the paper's values

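The paper's counts of elements per class and per gene and class in Supplementary file 9 and those from the peak lists were within 1.5 times of each other with the main settings.

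The paper's classification and the peak lists place 10 13LGS elements of *Thrb* and *Rxrg* differently. The paper's table gives 7 of them as poised enhancers and 3 as other, and by peak overlap all 10 carry H3K27ac without H3K4me3. The methods state 2 biological replicates for each species, while the sample labels give 1 library each for H3K4me3, H3K27ac and H3K4me1 in 13LGS.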

Other observations

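The following tests were chosen only after the result was seen: the comparison of promoter elements with all H3K4me3 peaks, the filter on low-fold peaks and small scaffolds, the combined filter on Neurod1 peaks, both tests on motif position, and the counts with neighbouring elements counted once or without a gene. The set of 3 genes was also chosen after the values were seen.

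More elements of *Mef2c*, *Rxrg*, and *Thrb* overlapped an H3K27ac peak in 13LGS than in mouse. A longer 13LGS list could give this, but with the same number of peaks per target the adjusted p of Fisher's exact test was 0.0406. Weak 13LGS peaks could also give it, but with a fold enrichment of at least 2.5 the adjusted p was 0.0137. Both tests were set before their results were seen and stayed past the threshold. When elements within 1 kb were also counted once, however, the adjusted p was 0.164 with the same number of peaks and 0.0930 with the fold limit, so list length and weak peaks cannot be told apart from a difference between the species at these counts. The species also differ in assembly, in age and in the number of H3K27ac libraries, which stays open as untested, as does a biological difference.

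The promoter elements of the 3 genes carried H3K27ac more often in 13LGS, 9 of 12 against 1 of 7. In 13LGS this share was above that of all H3K4me3 peaks (two-sided exact binomial test, p = 0.0182), and in mouse it did not differ from it (two-sided exact binomial test, p = 0.681). This test cannot decide whether a difference between the lists across the genome explains the pattern, because it sets elements against a share of peaks. The 12 elements rest on 6 H3K4me3 peaks and are not independent. All 4 *Rxrg* elements, each with H3K27ac, share the same H3K4me3 peak. The difference was also not past the threshold in the larger set of elements analysed first, so no conclusion is drawn from it.

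Fewer than 50% of the H3K4me3 peaks overlapped an H3K27ac peak in either species. If weak H3K4me3 peaks were the cause, the strongest 10% should exceed 80% in both species. The shares were 74.0% in 13LGS and 58.8% in mouse, against 31.1% and 21.3% in the weakest 10%. The share rose with strength, which goes with a contribution of weak peaks but does not show one. Both shares of the strongest 10% stayed under 80%, so by that limit weak peaks do not account for the whole. The sensitivity of the H3K27ac libraries was not tested.

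Neurod1 peaks outside every histone peak made up 15.7% in 13LGS and 5.54% in mouse (two-sided Fisher's exact test, p = 1.19e-59). Without peaks under 2-fold and without small scaffolds the 13LGS share was 12.8%, and with a −log10 q of at least 5 it was 6.16%, against 5.56% and 3.20% in mouse, both still above it by Fisher's exact test (p = 7.33e-34 and 1.27e-07). For Otx2 the shares were 6.67% in 13LGS and 7.20% in mouse, lower in 13LGS (two-sided Fisher's exact test, p = 0.0129). With all these filters at once, a test added after the others had been seen, the shares were 4.28% and 3.20% (two-sided Fisher's exact test, p = 0.0376, not adjusted for the number of filters tried). Weak peaks and small scaffolds may thus account for most of the Neurod1 difference, and what remained was small and only just past the threshold. The single library behind each 13LGS histone list stays open, as does a difference between the species.

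In mouse, TAATCC and CAGATG were rarer at the Otx2 and Neurod1 summits than 200 bp away, against the expectation with which the comparison was planned. If summits lie beside the binding site, the motif should peak at some distance. It was highest 100 to 150 bp away, at 3.05 times its outer frequency for Otx2 and 4.01 times for Neurod1, which is consistent with that explanation. Relative to the outer frequency, the motif within 50 bp of the summit was at 0.710 for Otx2, where the median of other orders of the same bases was 0.791, and at 1.25 for Neurod1, where it was 1.04, so the contrast comes mostly from the rise beside the summit. If base composition were the cause, other orders should show the same contrast. The frequency within 50 bp was 0.364 and 0.509 times that 150 to 250 bp away, the distance set before the data were examined, and 0 of 89 and 0 of 179 other orders had a ratio as low, which argues against base composition as the whole cause. One order of the Otx2 bases reached 3.45 times its outer frequency. How fragment length shapes the summits was not tested.

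For the 16 other mouse genes named in the paper, an H3K4me3 peak lay within 1000 bp of the TSS of 15, an H3K4me1 peak at 15, an Otx2 peak at 15, an H3K27ac peak at 6 and a Neurod1 peak at 4.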
